# Enhancing Anti-PD-1 Immunotherapy by Targeting MDSCs via Hepatic Arterial Infusion in Breast Cancer Liver Metastases

**DOI:** 10.3390/cancers16213711

**Published:** 2024-11-03

**Authors:** Minhyung Kim, Colin A. Powers, Daniel T. Fisher, Amy W. Ku, Nickolay Neznanov, Alfiya F. Safina, Jianmin Wang, Avishekh Gautam, Siddharth Balachandran, Anuradha Krishnamurthy, Katerina V. Gurova, Sharon S. Evans, Andrei V. Gudkov, Joseph J. Skitzki

**Keywords:** hepatic arterial infusion (HAI), immunotherapy, liver tumor, myeloid-derived suppressor cells (MDSCs), Z-DNA

## Abstract

Background: Surgery, chemotherapy, and radiation often have limited utility for advanced metastatic disease in the liver, and despite its promising activity in select cancers, PD-1 blockade therapy similarly has minimal benefit in this setting. Curaxin, CBL0137, is an experimental anti-cancer drug that disrupts the binding of DNA to histones, destabilizes chromatin, and induces Z-DNA formation which may stimulate anti-tumor immune responses. Methods: Murine cell lines of colon (CT26) and breast (4T1) cancer were interrogated for survival and CBL0137-associated DNA changes in vitro. Immunocompetent models of liver metastases followed by CBL0137 hepatic arterial infusion (HAI) were used to examine in vivo tumor cell DNA alterations, treatment responses, and the immune contexture associated with CBL0137, both alone and in combination with anti-PD-1 therapy. Results: CBL0137 induced immediate changes to favor tumor cell death in vitro and in vivo with an efficient tumor uptake via the HAI route. Toxicity to CBL0137 was minimal and anti-tumor treatment effects were more efficient with HAI compared to intravenous delivery. Immune effects were pronounced with CBL0137 HAI with concurrent depletion of a specific population of myeloid-derived suppressor cells and maintenance of effector T cell populations. Conclusions: Combination of CBL0137 HAI with PD-1 blockade improved survival in 4T1 tumors but not in CT26 tumors, and therapeutic efficacy relies on the finding of simultaneous and targeted depletion of myeloid-derived suppressor cells and skewing of T cell populations to produce synergy with PD-1 blockade therapy.

## Simple Summary

Various cancer therapies are often ineffective for advanced metastatic liver disease. While immunotherapy can be effective in some cases, it does not provide significant benefits for metastatic cancer in the liver. CBL0137 is an experimental drug that helps form a special type of DNA called Z-DNA, which may help boost the body’s immune response against tumors. We investigated how CBL0137 affects metastatic liver tumor models from colon (CT26) and breast (4T1) cancers focusing on how it triggers immune responses. The results showed that CBL0137 hepatic arterial infusion (HAI) enhanced anti-tumor effects by depleting immune-suppressing cells while preserving effector T cells. Combining CBL0137 HAI with conventional immunotherapy improved survival in 4T1 tumors but not in CT26 tumors, highlighting the importance of targeting specific immune cell populations for effective treatment.

## 1. Introduction

The liver is the most common site for solid tumor metastases and the dismal 5-year survival rate below 10% underlies the urgent need for improved therapies [1,2,3,4,5]. In particular, colon and breast liver metastases remain problematic with ~20–25% of colon cancer patients having liver metastases at diagnosis [6,7], and the liver represents the third most common metastatic site for breast cancer [8]. Surgery remains the mainstay of treatment for these patients as it offers the best chance of complete tumor removal and has been shown to improve overall survival [9,10,11,12]. Unfortunately, the majority of patients are not eligible candidates for surgery due to unresectable lesions, inadequate estimated post-surgical liver volume, and/or concurrent hepatic pathology. In non-operable patients, options such as systemic chemotherapy, chemoembolization, hyperthermic or radiofrequency ablative therapies, and local injections of chemotherapy into identifiable tumors are employed for survival prolongation with an extremely low probability of cure [13,14,15].

Current systemic chemotherapy regimens in the setting of metastatic liver disease are often limited by systemic toxicity [16,17,18]. As an alternative to systemic treatments, chemotherapy can be administered regionally to the liver via hepatic arterial infusion (HAI) [19,20]. HAI is uniquely primed for the treatment of metastatic cancers within the liver as liver metastases derive nutrients solely from the hepatic artery [21,22] and direct administration of compounds via a regional artery creates a first-pass effect leading to higher concentrations of the drug reaching the tumor bed and limiting systemic absorption or metabolism [23]. Floxuridine (FUDR) is the most commonly used agent for HAI as it is quickly metabolized to 5-fluorouracil (5-FU) at the level of the tumor and achieves a high first-pass effect (94–99%) that limits systemic toxicity. However, despite the theoretical benefit of HAI, survival data have only been marginally impacted in select patients [24,25].

Our group has identified the small molecule CBL0137 as a member of the novel class of anti-cancer agents known as curaxins [26]. CBL0137 is currently in clinical trials for the treatment of advanced melanoma, sarcoma, and hematological malignancies (NCT03727789 and NCT02931110). CBL0137 binds DNA without causing DNA damage. Rather, CBL0137 destabilizes DNA and histone interactions resulting from DNA segment elongation and produces nucleosome disassembly with multiple downstream functional consequences of chromatin decondensation in tumor cells (Figure 1) [26]. A measurable outcome is the elaboration of Z-DNA conformational changes and functional inactivation of the histone chaperone named Facilitates Chromatin Transcription (FACT). FACT is a heterodimeric complex composed of structure-specific recognition protein 1 (SSRP1) and a suppressor of ty-16 (SPT16) and is involved in transcription, replication, and DNA repair [27,28,29]. FACT overexpression in multiple tumor types (e.g., non-small-cell lung cancer (NSCLC), pancreatic cancer, breast cancer, and neuroblastoma) correlates with poor prognosis [30,31,32]. CBL0137-induced nucleosome disassembly in vitro and in vivo causes FACT to bind partially disassembled nucleosomes with high affinity, an event known as chromatin trapping (C-trapping) [33]. C-trapping reduces the availability of FACT, decreasing the FACT-dependent transcription of target genes (e.g., NF-kB, HSF1, HIF1α, MYC) that leads to casein kinase 2 (CK2)-dependent activation of tumor suppressor p53 [26]. Therefore, the FACT subunit SSRP1, C-trapping, and Z-DNA production have emerged as reliable readouts for CBL0137 function. Since CBL0137 is markedly water-soluble and cell-permeable and has a high affinity for DNA with prolonged interaction even after removal of the drug from the cell culture medium or circulation [34,35], it is a promising candidate for HAI and could be superior to the currently employed 5-FU-based therapeutics.

In this study, we compared the efficacy of conventional 5-FU HAI with CBL0137 in syngeneic murine models of colorectal (CT26) and metastatic breast (4T1) tumors in the liver. Our current study demonstrates the direct anti-tumor efficacy of CBL0137 HAI and a selective modification of the tumor microenvironment by depleting myeloid-derived suppressor cells (MDSCs) and enhancing effector immune populations. Furthermore, a combination of CBL0137 with programmed cell death (PD)-1 blockade therapy improves efficacy, thus supporting a novel paradigm for the treatment of liver metastases.

## 2. Materials and Methods

### 2.1. Cell Lines

4T1-Luc, 4T1 NF-κB-Luc, CT26-Luc, and CT26 NF-κB-Luc cells were cultured in RPMI media (Corning Inc., Corning, NY, USA) containing 10% FBS, 0.1% Penicillin/Streptomycin, and 0.05% 2-mercaptoethanol, supplemented with 10% L-glutamine (Gibco, Gaithersburg, MD, USA). 4T1-Luc and CT26-Luc cell lines were generated by the authors using a well-established method [36]. 4T1 and CT26 NF-κB-Luc cell lines were reporter cell lines with luciferase under the transcriptional control of NF-κB.

### 2.2. Chemicals and Reagents

CBL0137 (lot 10-106-88-30, Aptuit, Greenwich, CT, USA) in 5% dextrose was generously provided by Incuron LLC (Buffalo, NY, USA). 5FU was purchased from Sigma-Aldrich (St. Louis, MO, USA) and luciferin was purchased from Promega (Madison, WI, USA). In vivo MAb anti-mouse PD-1 (CD279; Clone RMP1-14) was purchased from BioXcell (Lebanon, NH, USA), and 200 μg of the antibody was injected 3 times a week intraperitoneally.

### 2.3. Mice

Female BALB/c mice aged 7–8 weeks were purchased from Charles River (Kingston, NY, USA). All mice were fed a standard laboratory diet and housed under standard lighting and housing conditions.

### 2.4. Tumor Establishment

A hemisplenectomy technique was used to model liver metastasis [37]. Briefly, mice were induced with 4% isoflurane and kept in the appropriate anesthetic plane with 1.5% isoflurane via a nose cone. After removing the hair over the proposed incision site and sterilizing the area with iodine and alcohol, the mouse was draped, a flank incision was carried down into the abdominal cavity, and the spleen was gently extracted. Two 5-0 silk ties were placed in the body of the spleen and the spleen was transected between the two ties, and minor bleeding was controlled by electrocauterization. The superior pole was placed back into the abdomen. In total, 2 × 10^5^ 4T1-Luc or CT26- Luc cells in 200 µL sterile PBS were injected into the inferior pole. The area was irrigated, and the inferior pole was ligated with a 5-0 silk tie and removed with cautery. A subcutaneous tumor model was generated after injecting the tumor cells (100 μL) subcutaneously using a 30 G needle in the left flank.

### 2.5. HAI Procedure

The superior pancreaticoduodenal artery (SPDA) model was adapted for this study [38]. Briefly, the hepatic artery (HA) and SPDA were obtained under microscopy, and a 6-0 silk tie was placed around the distal SPDA, and then a vascular clip was applied to the celiac artery (CA). An arteriotomy was created using microscissors on the SPDA, and a microcatheter was advanced near the opening of the hepatic artery without flow disturbance of the CA (Figure 2). The vascular clip was released after securing the microcatheter. The ischemia time was less than 5 min. After cannulation, the drug or vehicle was delivered by a peristaltic pump (Cole-Parmer Instrument Co., Vernon Hills, IL, USA) with 40 µL/min of a flow rate for 15 min at room temperature. The silk tie was used to fully ligate the proximal portion of the SPDA to prevent bleeding after infusion. All mice were recovered on a warming blanket and injected subcutaneously with Ethiqa XR (3.25 mg/kg body weight, Fidelis Animal Health, North Brunswick, NJ, USA) for pain control and 0.5 mL of normal saline for hydration.

### 2.6. In Vitro Cytotoxicity Assay

4T1 tumor cells were plated at a rate of 5 × 10^5^ in a 96-well plate in a total of 100 µL of culture media and allowed to settle for 24 h at 37 degrees. After 24 h, the culture media was aspirated from each well, and the cells were treated with either 100 µL of PBS or 100 µL of the drug (CBL0137 or 5FU) at concentrations of 0.5 mg/mL, 1 mg/mL, and 2 mg/mL. After 15 min, the drug mixture was completely aspirated out of the wells, and 100 µL of fresh, pre-warmed culture media was added back into the wells. After allowing 3 h for the cells to return to equilibrium, viability was measured using the CytoSelect MTT Cell Proliferation Assay (Cell Biolabs, Inc., San Diego, CA, USA) [39,40].

### 2.7. Assessment of NF-κB Activity and Tumor Responses

4T1 and CT26 NF-κB-Luc cell lines were used for the evaluation of NF-κB inhibition with CBL0137. LPS (2.5 mg/kg, Sigma-Aldrich) was injected intraperitoneally into normal saline (200 μL of total volume) to activate NF-κB transcription, and luminescent signals were measured 30 min after LPS injection and 4 h after HAI treatment. For tumor response studies, 4T1-Luc or CT26-Luc liver metastasis-bearing mice were infused either with the vehicle, 1.0 mg of 5FU, or 0.5 mg of CBL0137 by HAI or systemic routes (tail vein) 7 or 10 days after tumor inoculation, respectively. Tumor responses were checked 0, 2, and 5 days (or 4 times for 10 days) after treatment using in vivo luciferase bioluminescence measurements. Animals were injected with 0.15 mg/g of D-luciferin (GoldBio, St Louis, MO, USA) intraperitoneally 5 min before the measurement. Values are reported as means ± standard errors for each experimental group.

### 2.8. Assessment of Safety and Toxicity

The body weights of mice were measured 2, 3, 7, 11, and 14 days after the HAI procedure using a digital scale (AWS Inc., Saturn Court Norcross, GA, USA). Aspartate aminotransferase (AST), alanine aminotransferase (ALT), total bilirubin (Tbili), and amylase levels were measured 1, 2, and 3 days after HAI as markers of liver and pancreas toxicity [41]. All blood chemistry levels were measured in plasma using VITROS 5.1 FS (Ortho Clinical Diagnostics, Inc., Rochester, NY, USA).

### 2.9. Western Immunoblotting

Total soluble cellular protein extracts were prepared in a RIPA buffer [150 mmol/L NaCl, 1% SDS, 10 mmol/L Tris (pH 8.0), 1% sodium deoxycholate, 1% NP-40] containing a protease inhibitor cocktail (Sigma-Aldrich). The anti-SSRP1 antibody (clone; D-7) was from Santa Cruz Biotechnology (Dallas, TX, USA), and a rabbit anti-actin antibody was used to control for protein loading (Sigma-Aldrich). This technique has been previously reported [33]. Image quantification was performed using the ImageJ program (NIH) [42].

### 2.10. Isolation of Hepatic and Splenic Leukocytes

The liver tissue was collected and finely minced using a razor blade. The minced tissue was then placed into 10 mL of an enzyme solution containing 1 mg/mL collagenase type IV (Worthington Biochemical, Lakewood, NJ, USA) and 10 U/mL of DNase (Sigma-Aldrich) with shaking for 1 h at 37 °C. The tissue was filtered through a 70 μm cell strainer, flushed with 10 mL PBS, and centrifuged for 5 min at 380 g. After the elimination of red blood cells by hypotonic lysis, leukocytes were isolated by centrifugation at 890 g for 15 min at 20 °C using 3 mL Lymphoprep (Stemcell Technologies, Vancouver, Canada) and 4 mL of cell suspension in DPBS. The spleen was pushed and ground through a 70 µm cell strainer and washed with DPBS to create a cell suspension of splenocytes. The cells were centrifuged at 650 g at 4 °C for 5 min and then incubated for 5 min in 5 mL of the RBC lysis buffer at room temperature.

### 2.11. Flow Cytometry

Spleens were mechanically disrupted and directly passed through a 70 μm nylon cell strainer (Alkali Scientific, Pompano Beach, FL, USA) followed by hypotonic lysis of red blood cells (ACK lysis buffer; Gibco). Liver and splenic leukocytes were stained for extracellular and intracellular markers using antibodies from BD Bioscience, such as CD45 BUV395 30-F11 1:200, CD3 AF700 17A2 1:100, CD4 PerCp RM4.5 1:100, CD8 AF488 53-6.7 1:100, CD25 APC PC61 1:100, CD11b PE-Cy7 M1/70 3:2000, Gr1 BV421 RB6-8C5 1:100, Ly6g BUV395 1A8 1:100, Ly6c APC AL-21 1:100, PD1 BUV737 RMP1-30 1:100, Foxp3 PE MF23 1:100, IFN-γ PE-CF-594 XMG1.2 1:200, IL4 APC 11B11 1:100, and IL17 BV421 TC11-18H10 1:100. All data were collected on an LSR Fortessa flow cytometer (BD Biosciences, San Jose, CA, USA) and analyzed with WinList 9.0 software (Verity Software House, Topsham, ME, USA).

### 2.12. Detection of Apoptotic Cells, Gr-1^+^, CD8^+^ Cells, and Z-DNA

Non-sequential 9 µm thick sections were prepared from snap-frozen liver tissues. TUNEL staining was performed using the ApopTag Kit (Millipore Corporation, Burlington, MA, USA). To detect CD8^+^ T cells, liver sections were stained with Gr-1, CD8, or isotype-matched control antibodies. Anti-Z DNA antibodies were purchased from Abcam. A fluorescence microscope (Olympus, Tokyo, Japan) with a SPOT RT color camera (Diagnostic Instruments, Inc., Sterling Heights, MI, USA) was used to obtain photographs of the tissue. The data represent the average TUNEL-positive, Gr-1-positive, or CD8-positive cells in tumors per mouse.

### 2.13. T Cell Suppression Assay

To evaluate T cell suppression during continuous exposure to MDSCs, splenic and hepatic CD11b^+^ cells were purified from 4T1 liver metastasis-bearing BALB/c mice using anti-CD11b^+^ magnetic beads (Miltenyi Biotec, San Diego, CA, USA) as per the provided manual. Isolated populations were confirmed for their biomarkers with flow cytometry. Isolated cells were combined at the indicated ratios with 10^6^ CFSE-labeled (ThermoFisher Scientific, Waltham, MA, USA) splenocytes from tumor-free BALB/c mice in a 24-well plate and cultured for 96 h with anti-CD3/CD28 antibody-conjugated beads (1 µL per 100 µL culture; ThermoFisher Scientific) and IL-2 (30 U/mL; Peprotech, Rocky Hill, NJ, USA) in 2 mL of MLM cell culture media which was composed of 500 mL RPMI, 5.5 mL Glutamax, 1 mL Pen/Strep, 570 µL 2-mercaptoethanol, 5.5 mL Na Pyruvate, 10 mL non-essential amino acids, 10 mL HEPES, and 50 mL of FBS. T cell proliferation was measured based on CFSE dilution as determined by flow cytometry.

### 2.14. Single-Cell RNA Sequencing (scRNAseq) Cluster Identifications and Gene Analyses

The raw sequencing data for the Chromium 10× Genomics libraries were processed using Cellranger software v8.0 [43]. Then, the filtered gene-barcode matrices which contain barcodes with the Unique Molecular Identifier (UMI) counts that passed the cell detection algorithm were used for further analysis. The downstream analyses were performed using the Seurat single-cell data analysis R package [44]. First, the cells were demultiplexed with hashtag oligos (HTOs) and assigned to the corresponding sample. Then, the normalized and scaled UMI counts were calculated using the SCTransform method. We performed principal component analysis (PCA) and tSNE for dimensionality reduction using the highly variable genes. Data clustering was identified using the shared nearest neighbor (SNN)-based clustering on the first 30 principal components. Additionally, we assigned cell cycle scores for S and G2/M phases based on the well-defined gene sets to check if the clustering results were correlated with cell cycles. A single R package was utilized to identify the cell types using ImmGen mouse reference datasets. The marker genes were identified for each group of cells of interest. The heatmaps of selected genes for the cell types of interest were generated using pheatmap from the R package 1.0.12.

### 2.15. Single-Cell RNA Sequencing (scRNAseq)

CD11b^+^ magnetic bead-isolated cells from the spleens and livers of mice bearing 4T1 liver metastases (2 mice pooled) 5 days after treatment with either the vehicle or CBL0137 were washed once in DPBS with 0.01% BSA, and then stained with TotalSeq™-A0301 or 310 anti-mouse hashtag antibody at a 1:50 dilution, using antibody-clone barcode sequences such as A0301-M1/42-ACCCACCAGTAAGAC, A0305-M1/42-CTTTGTCTTTGTGAG, and A0310-M1/42-CCGATTGTAACAGAC (BioLegend). The cells were resuspended to a concentration of about 1000 cells/μL and loaded onto the 10× Genomics Chromium platform for droplet-enabled scRNAseq according to the manufacturer’s instructions. Single-cell libraries were generated using the 10× Genomics platform. Cells were loaded into the Chromium Controller (10× Genomics) where they were partitioned into nanoliter-scale gel beads-in-emulsion with a single barcode per cell. Reverse transcription was performed, and the resulting cDNA was amplified. Amplified cDNA was separated into full-length and feature barcode fractions using SPRISelect beads (Beckman Coulter, Pasadena, CA, USA). The full-length amplified cDNA was used to generate libraries by enzymatic fragmentation, end repair, a-tailing, adapter ligation, and PCR to add Illumina-compatible sequencing adapters. Feature barcode-derived cDNA was PCR-amplified to incorporate Illumina adapter sequences and unique sample indexes. The resulting libraries were evaluated on a D1000 screentape using TapeStation 4200 (Agilent Technologies, Santa Clara, CA, USA) and quantitated using a Kapa Biosystems qPCR quantitation kit for Illumina. They were pooled, denatured, and diluted to 300 pM with 1% PhiX control library added. The pooled library was then loaded into the appropriate NovaSeq Reagent cartridge and sequenced on NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc., San Diego, CA, USA).

### 2.16. Data Availability

RNA-seq data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession no. GSE225504.

### 2.17. ELISA for IFN-γ

Mouse plasma from the blood and hepatic leukocytes in the RIP A buffer (Sigma-Aldrich, St. Louis, MO, USA) were stored at −80 °C for 2 weeks. Levels of IFN-γ were measured using an ELISA kit (R & D systems, Minneapolis, MN, USA).

### 2.18. Statistical Analysis

Comparisons between groups were performed using Student’s *t*-tests, and significance was reported at * *p* < 0.05, ** *p <* 0.01, and *** *p <* 0.001. A log-rank (Mantel–Cox) test was used for survival comparisons between groups using GraphPad Prism, Version 7 software (GraphPad Software, Inc., La Jolla, CA, USA).

### 2.19. Study Approval

All experimental protocols were approved by the Roswell Park Comprehensive Cancer Center Animal Care and Use Committee.

## 3. Results

### 3.1. CBL0137 Rapidly Decreases Tumor Cell Viability In Vitro

We took a reductionist approach to test the anti-tumor effects of single treatments of CBL0137 versus 5-FU in CT26 colorectal and 4T1 breast carcinoma murine tumor lines that have similar aggressive growth in vitro and in vivo and represent common liver metastases clinically. However, these murine tumors differ in their TME immune contexture, as CT26 responds to immune checkpoint inhibitors while 4T1 is considered cold and mimics triple-negative breast cancer which is highly resistant to immune checkpoint therapies [45,46]. One of the primary causes of refractory responses to immunotherapy is the robust expansion of MDSCs [47]. Thus, the chosen tumor lines also allow for comparisons beyond tumor-intrinsic drug effects in in vivo systems. To investigate the impact of CBL0137 on viability, MTT assays were performed on CT26 and 4T1 cells in vitro. After a single 15 min exposure to CBL0137 that was then washed away, tumor cells showed a significant reduction 3 h later in cell viability compared to untreated controls or 5-FU-treated groups (Figure 3A). The effect of CBL0137 was rapid, suggesting a fundamental difference to standard chemotherapies like 5-FU that induce mitotic catastrophe and are dependent upon the cell cycle. To assess the previously defined molecular functions of CBL0137, insoluble pellets containing chromatin-bound proteins and soluble nuclear proteins were evaluated by Western immunoblotting for FACT redistribution due to C-trapping [33,35] in CT26 and 4T1 cells. In vitro treatment of tumor cells with CBL0137 resulted in FACT binding to chromatin as evidenced by SSRP1 loss from the soluble fraction and accumulation within the chromatin pellet in treated samples (Figure 3B). Quantification of C-trapping demonstrated significant differences compared to controls and was highly sensitive with marked C-trapping at low doses of tested CBL0137. Confirming efficient drug uptake in tumor cells with immediate DNA interaction and induction of conformational changes, increased Z-DNA formation as a marker for CBL0137 DNA binding [33] was detected in the nucleus of both CT26 and 4T1 cells treated for 15 min with CBL0137 in vitro (Figure 3C). Together, these results indicate a rapid and effective reduction in tumor cell viability by previously described mechanisms of action of CBL0137 and a rationale for exploration in murine models of HAI in vivo.

### 3.2. CBL0137 HAI Induces Profound DNA Changes in Tumor Cells In Vivo

Mice were inoculated with CT26 or 4T1 tumor cells via a hemisplenectomy procedure to establish a model for diffuse liver metastases [37]. HAI consisting of the control (D5W), 5FU, or CBL0137 was administered for 15 min on day 10 post-tumor implantation. Similar to in vitro results, C-trapping occurred in both CT26 and 4T1 tumors following HAI with CBL0137, as noted by a substantial redistribution of SSRP-1 from soluble to pellet fractions in treated tumors (Figure 4A). As anticipated, the normal liver did not have any detectable SSRP-1, consistent with the observation of FACT overexpression in tumor cells [48] (Figure 4A). CBL0137 HAI-treated groups had significantly higher Z-DNA than control or 5-FU-treated groups, with 75% of CT26 and 60% of 4T1 tumor cells exhibiting Z-DNA formation following a 15 min exposure to CBL0137 (Figure 4B). To measure the downstream consequences of CBL0137 exposure in vivo during HAI, the ability to inhibit NF-κB signal transduction was measured using CT26 NF-kB-Luc or 4T1 NF-kB-Luc cells established in the liver via a hemisplenectomy technique. Luciferase was generated in mice by inducing NF-kB signaling with LPS, and the baseline of NF-kB activity was measured 30 min later. Significant inhibition of NF-κB activity was detected in CT26 and 4T1 tumors after CBL0137 HAI compared to D5W controls (Figure 4C). These results show that HAI administration of CBL0137 was capable of generating C-trapping and fundamental conformational changes in tumor cell DNA and inhibiting NF-kB activity within established liver tumors.

### 3.3. CBL0137 HAI Has Minimal Toxicity and Produces Clinical Anti-Tumor Responses in 4T1 Liver Cancer

Clinical outcome experiments were performed to determine toxicity levels and the degree of anti-tumor response associated with HAI. Clinically, drug delivery via HAI can be associated with direct toxicity to the liver parenchyma, pancreas, or distal stomach from inadvertent chemotherapy exposure [49]. CBL0137 was associated with a significant elevation of peripheral blood markers of liver toxicity AST and ALT 24 h following infusion as compared to 5-FU infusion but resolved by 48h with the mean levels below established toxicity thresholds (Supplementary Figure S1A). Measurements of amylase as a surrogate for pancreatic toxicity showed no consistent amylase elevation associated with HAI using CBL0137 vs. 5-FU (Supplementary Figure S1B). Given the early rise in amylase in D5W control groups, there was likely non-specific pancreatitis associated with the procedure that was transient and previously reported for this model system [38]. Lastly, as a global marker of toxicity, mouse body weight was followed after HAI. After an initial drop in weight immediately following the procedure across all groups, the weights of mice in all groups normalized by 2 weeks after the procedure (Supplementary Figure S1C). Collectively, these results indicate minimal overall toxicities associated with CBL0137 HAI.

The anti-tumor response was examined in metastatic models of CT26 luciferase and 4T1 luciferase reporter cell lines treated with either the control (D5W), 5-FU, or CBL0137 HAI. Using luminescent signal as a surrogate for tumor burden, the CT26 model had a trend toward smaller tumor volumes in 5-FU- and CBL0137-treated groups compared to controls, but no statistical differences were noted at any time point following HAI (Figure 5A). As a further measure of clinical response, quantification of TUNEL-positive tumor cells was determined by histological examination of livers 5 days after treatment. CT26 tumors trended toward increased TUNEL-positive cells in CBL0137-treated mice, but significant differences were not detected between treatment groups and untreated controls (Figure 5B). Survival curves were compared across the control and 5-FU- and CBL0137 HAI-treated groups. Consistent with the tumor volume and TUNEL observations, no survival benefit was noted across any group compared to controls in the CT26 system (Figure 5C). Contrary to these findings, significant tumor growth inhibition was noted by day 5 after HAI in 4T1 tumors receiving CBL0137 as compared to the control group (Figure 5A). Paralleling these tumor volume results in 4T1 liver tumors, CBL0137 induced significantly higher levels of apoptosis than 5-FU or control groups (Figure 5B). The CBL0137 HAI approach was necessary to produce this pattern of 4T1 tumor cell apoptosis in the liver as systemic delivery of CBL0137 via the tail vein was not sufficient (Supplementary Figure S2). In the 4T1 system, a modest but significant survival benefit was noted only in CBL0137 HAI-treated mice (Figure 5C).

The prominent in vitro effects induced by CBL0137 on CT26 and 4T1 cell lines are in stark contrast to the lack of in vivo survival benefits in CT26 and only moderate survival benefits seen in 4T1. Since CBL0137 reaches tumor cell targets and induces significant DNA changes in vivo, we hypothesized that the host immune system may have influenced the observed clinical outcomes. Therefore, the dominant immune phenotypes inherent to CT26 and 4T1 tumors were exploited to dissect potential indirect factors.

### 3.4. CBL0137 HAI Profoundly Generates a Favorable MDSC/T Cell Ratio

In terms of immune contexture, CT26 tumors are low in MDSCs and are considered immune-responsive while 4T1 tumors have high levels of MDSCs and are resistant to checkpoint inhibitor immunotherapy [50,51,52]. One of the key mechanisms of 4T1 tumors that makes them refractory to immunotherapy is the robust expansion of MDSCs and the subsequent inhibition of CD8^+^ T cell infiltration [53]. We define MDSCs by a CD11b^+^Gr1^+^ phenotype and the ability to suppress T cell proliferation as previously reported [54], with about 80% of the enriched CD11b^+^ cells co-expressing Gr-1^+^ with effective T cell suppression (Supplementary Figure S3A,B). Immunogenic CT26 tumors are noted to have minimal MDSC expansion and increased baseline CD8^+^ T cell infiltration which was evident following control (D5W) HAI (Figure 6A). 5FU HAI did not demonstrate any impact on MDSCs or T cell infiltration in CT26 tumors as compared to the control HAI (Figure 6B,C). CBL0137 HAI did not influence the already low levels of MDSCs found in CT26 tumors (Figure 6B) but did slightly increase the level of CD8^+^ T cell infiltration in CT26 tumors (Figure 6C), and this was reflected in a significant decrease in MDSC/CD8^+^ T cell ratios [ratio of 4.5:1 (vehicle) to 0.8:1 (CBL0137)] (Figure 6D). In contrast, liver 4T1 tumors at baseline following control (D5W) HAI have extensive intratumor MDSCs with exclusion of CD8^+^ T cells (Figure 6A). While 5FU HAI had no appreciable changes in MDSCs or T cells in 4T1 tumors, CBL0137 HAI significantly reduced intratumoral MDSCs (Figure 6A,B) and produced a significant increase in CD8^+^ T cell infiltration in previously cold 4T1 tumors (Figure 6C). The profound increase in tumor-infiltrating CD8^+^ T cells could be at least partially attributed to a simultaneous reduction in MDSCs in 4T1 tumors treated with CBL0137 HAI as reflected in the favorable MDSC/CD8^+^ T cell ratios [ratio of 14.7:1 (vehicle) to 2.2:1 (CBL0137)] (Figure 6D).

The influence of CBL0137 HAI on immune cell subsets was not limited to MDSCs and CD8^+^ T cells but also skewed CD4^+^ T cell compartments towards a favorable anti-tumor phenotype. Specifically, CBL0137 HAI significantly increased the levels of IFN-γ-positive Th1 CD4^+^ T cells in treated livers compared to controls (D5W) in both CT26 and 4T1 tumors (Supplementary Figure S3C). Interestingly, CD4^+^ Treg cells did not significantly increase concomitantly with CBL0137 HAI, but 5-FU HAI trended toward a Treg increase in CT26 tumors and significantly increased Tregs in 4T1 tumors (Supplementary Figure S3C). The kinetics of CBL0137 HAI-mediated immune cell changes in the 4T1 model showed a reduction in MDSCs and a concurrent increase in T cell populations peaking at 3 days post-infusion with a return to baseline levels by day 7 (Supplementary Figure S3D). Compared to conventional 5-FU chemotherapy, these results collectively suggest that CBL0137 HAI may influence outcomes beyond direct anti-tumor responses by inducing a transient, but significant, decrease in MDSCs. We also evaluated the effectiveness of HAI compared to intravenous systemic treatment using CBL0137 in 4T1 liver metastases. HAI led to a significantly greater reduction in MDSCs and lower MDSC/CD8^+^ T cell ratios, whereas the systemic treatment group showed efficacy only in the blood, with limited impact on the liver (Supplementary Figure S4).

### 3.5. CBL0137 HAI Acts Synergistically with Anti-PD-1 Immunotherapy

To stringently examine the potential for synergy with HAI, anti-PD-1 Ab was administered over multiple days as reported previously for therapeutic efficacy in the CT26 model [55]. Even though anti-PD-1 therapy as a single agent showed a strong trend toward delaying tumor growth regardless of the anatomic site of the tumor (Supplementary Figure S5A), the combination of anti-PD-1 with either CBL0137 HAI or 5FU HAI did not improve survival compared to anti-PD-1 alone in the CT26 model (Figure 7A). A closer inspection of the infiltrating CD8^+^ T cell subsets following HAI and anti-PD-1 combined treatment did not demonstrate any significant changes in T cell phenotypes in the CT26 models across the various groups (Figure 7B). The only changes noted in T cell subsets in the CT26 model were in mice treated with 5-FU HAI alone which was associated with a reduced number of CD8^+^ and CD4^+^ effector memory T cells and likely represented chemotherapy depletion (Supplementary Figure S5B).

In the 4T1 model, the profile of immune changes in T cells recovered from the liver after CBL0137 HAI is marked by a high expression of PD-1 and IFN-γ (Supplementary Figure S5C). Given these favorable immune features in addition to the previously demonstrated MDSC depletion, the potential for CBL0137 HAI synergy with anti-PD-1 immunotherapy was similarly explored in the 4T1 model which is refractory to PD-1-/PD-L1-targeted immunotherapy [52]. Consistent with 4T1 resistance to immunotherapy, no mice survived beyond 25 days when treated with anti-PD-1 alone (Figure 7A) which was identical to the survival of vehicle control groups noted previously (Figure 5C). Moreover, the addition of anti-PD-1 to standard 5-FU-based HAI had no discernable impact on survival compared to anti-PD-1 alone in the 4T1 model (Figure 7A). However, the addition of CBL0137 HAI to anti-PD-1 treatment partially overcomes resistance in the 4T1 tumor model with significantly improved survival (Figure 7A). CBL0137 HAI and anti-PD-1 combined treatment demonstrated a significant increase in CD8^+^CD44^+^CD62L^−^ effector memory cells in 4T1 tumors with an overwhelming majority of CD8^+^ T cells and CD4^+^ T cells representing effector memory subtypes (Figure 7B). Suggesting true synergy, anti-PD-1 treatment alone did not skew the baseline T cell subsets (Figure 7B) and CBL0137 HAI only influenced the CD8^+^ T cell population toward an effector memory subtype (Supplementary Figure S5B). The addition of anti-PD-1 to 5-FU HAI had no impact on T cell subset phenotype (Figure 7B), nor did 5-FU HAI alone (Supplementary Figure S5B) in the 4T1 model.

### 3.6. CBL0137 HAI Targets a Specific Subclass of MDSCs via Z-DNA Induction

Single-cell RNA sequencing (scRNAseq) was used to further characterize the MDSC changes noted during CBL0137 HAI treatment in 4T1 tumors. 

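Cells were taken 5 days after treatment from mice bearing 4T1 liver metastases, with 2 mice pooled per group, and the authors deposited 2 droplet libraries, one labelled liver and one labelled spleen. Each library mixed cells of 3 groups, told apart by hashtags (antibodies that carry an oligonucleotide barcode): A0301 for the vehicle, A0305 for a low dose of CBL0137 and A0310 for a high dose. The paper's methods list the barcodes of all 3 hashtags, A0305 included, but name only A0301 and a short form read here as A0310 for staining. The high dose was therefore compared with the vehicle, and low dose values are given for part of the results. The doses are not given in the sources used here. The methods describe CD11b+ magnetic bead-isolated cells, while the figure legends and the sample labels describe leukocytes; both libraries held T and B cell-like cells. The deposited values are UMI counts (unique molecular identifiers, 1 per captured transcript) without normalization for genes and hashtags, from filtered matrices made with Cell Ranger, whose version the matrix header gives as 5.0.0. The genome build is not given in the sources used here, so gene positions are those of the same Ensembl identifiers in GENCODE mouse release 21.
The library labelled liver held 9591 barcodes with a median of 4673 UMIs and 1549 genes, and the library labelled spleen held 4830 barcodes with medians of 3368.5 and 1133. Groups were assigned with Seurat's HTODemux at its default quantile of 0.99, and barcodes with more than 1 hashtag (616 and 215) or with none (540 and 1627) were left out. This left 3103 vehicle, 3194 low dose and 2138 high dose cells in the library labelled liver, and 822, 1301 and 865 in the library labelled spleen. A group's summed UMIs ranged from 17333148 to 26508853 in the former and from 7130127 to 10589251 in the latter. Median UMIs per cell were 4497 (vehicle), 4663 (low dose) and 4794 (high dose) in the library labelled liver, and 5107.5, 4694 and 7930 in the library labelled spleen. Assigning cells by their dominant hashtag moved these counts most: it gave 2345 high dose cells in the library labelled spleen. Of the 1627 barcodes of that library without a hashtag call, 1425 had the high dose hashtag as the dominant one.
Transcripts of liver cells, summed over all assigned cells, went against the labels of the libraries. In UMIs per 1000000 UMIs (CPM), 10 hepatocyte transcripts reached 3.25 in the library labelled liver and 164 in the library labelled spleen. Kupffer cell transcripts reached 1.24 and 262, liver sinusoidal endothelial transcripts 0.364 and 185, and splenic transcripts (Spic, Cr2, Fcer2a and Ighd) 146 and 37.6. The last sum is carried by genes of B cells, while Spic, a macrophage gene, had 8.26 and 11.3 CPM. Clec4f (ENSMUSG00000014542), a Kupffer cell transcript, had 0 of 68667953 UMIs in the library labelled liver, which allows up to 0.0437 CPM, and 124.5 CPM in the library labelled spleen. The names of the deposited files also give the tissues the other way round, so the library labelled spleen is the likelier source of liver cells. Values at the claims are therefore given for both libraries where both hold the cell class, each called by its label.
Each library was clustered on its own with the steps the paper names (SCTransform, 30 principal components, shared nearest neighbor clustering), at Seurat's default resolution of 0.8 and without the genes the paper tests among the variable features. This gave 24 clusters in the library labelled liver and 18 in the library labelled spleen, which were called X-like from fixed marker lists. The ImmGen-based names of the paper, including MDSC, were not used here, so the MDSC claims are set beside neutrophil-like cells, and a difference from the paper may come from these rebuilt names. Doublets within a hashtag were kept; Scrublet called 248 (2.59%) of the barcodes in the library labelled liver, and only 1 in the library labelled spleen, where doublets within a hashtag thus stay largely untested. With 1 pooled sample per group and library there were no replicates, so no test was run. The 95% intervals cover counting error only, not differences between mice.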

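Shares are percent of all assigned cells of a group, with exact Clopper-Pearson intervals, and changes are the high dose minus the vehicle in percentage points. Neutrophil-like cells of the library labelled liver made up 45.9% of 3103 cells after the vehicle, 40.3% after the low dose and 9.26% after the high dose, a change of -36.6 (95% interval -38.7 to -34.4). Their share in the library labelled spleen was 35.2% of 822 cells, 43.3% and 12.3%, and changed by -22.9 (-26.9 to -18.9) at the high dose. Of the alternatives within a library that keep the high dose group, MULTIseqDemux moved this change most, to -33.4 in the library labelled spleen. T cell-like cells rose from 18.9% to 46.6% (27.7 points, 25.1 to 30.2) in the library labelled liver, and from 5.47% to 20.5% (15.0 points, 11.8 to 18.2) in the library labelled spleen, where MULTIseqDemux and the dominant hashtag gave smaller rises of 5.44 and 5.21 points. B cell-like cells rose by 3.75 points (1.57 to 5.96) in the library labelled liver and by 3.85 points (1.55 to 6.18) in the library labelled spleen. NK cell-like cells, which with these settings formed a cluster in the library labelled liver only, were 1.42%, 2.54% and 4.07% of the groups. No cluster of the library labelled liver met the rule for dendritic cell-like cells. Its cluster 11, left without a name, had Hbb-bs, Batf3, Dnase1l3 and MHC class II genes among the leading genes and held 94 of 3103 vehicle, 59 of 3194 low dose and 106 of 2138 high dose cells. Dendritic cell-like cells were 8.39%, 7.69% and 5.90% of the groups in the library labelled spleen, and the interval of the high dose change (-5.07 to 0.039) reached both sides of 0. The sign of that change depended on the clustering, with 0.78 points at resolution 0.4 and 1.27 points after a filter on cells. A share can rise because other cells were lost, and numbers of cells per liver were not analysed here.

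**Figure D1:**
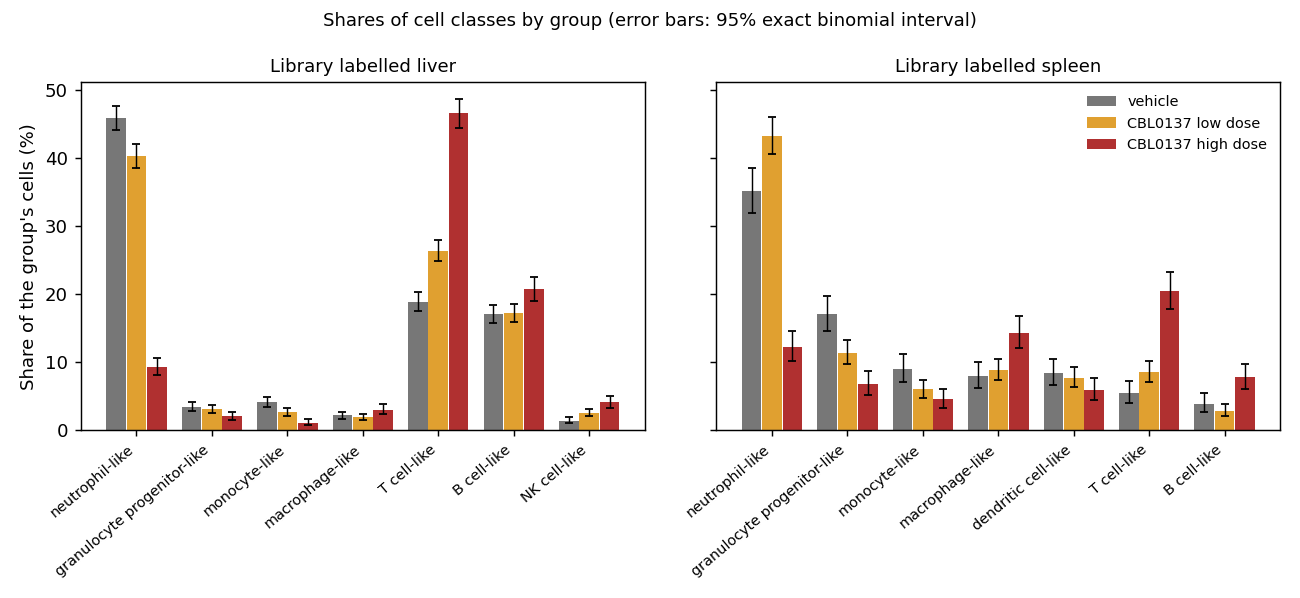
Share of cells per class (% of the assigned cells of each group) after the vehicle, low dose and high dose of CBL0137, for the library labelled liver and the library labelled spleen. Bars start at 0 and error bars are exact 95% intervals that cover counting error only. Neutrophil-like cells fell from 45.9% to 9.26% and from 35.2% to 12.3% at the high dose.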

Consistent with our previous data and compared to control groups, depletion was not noted within T cells, B cells, NK cells, or DC populations (Figure 8A), but the elimination of a large MDSC population was noted after CBL0137 HAI (Figure 8B). Focusing on this population by cell sorting for CD11b^+^ cells and performing scRNAseq, the loss of a specific subset of MDSCs was noted that expressed IL1b and CD84, which are associated with inflammation and adhesive interactions with T cells, respectively (Figure 8C). Specifically, MDSCs expressed significantly lower levels of IL1b (*p* < 0.0001) and CD84 (*p* < 0.01) transcripts following CBL0137 injection compared to the vehicle-injected group (Figure 8D). 

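Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) and Cd84 (ENSMUSG00000038147, chromosome 1 from 171839697 to 171890718) encode a cytokine and a surface receptor. Levels are UMIs summed over the neutrophil-like cells of a group and scaled to CPM over all UMIs of those cells, and ratios carry exact conditional intervals. For the library labelled liver, 8010 Il1b UMIs in 1423 vehicle cells gave 675 CPM, and 589 UMIs in 198 high dose cells gave 149 CPM, a log2 ratio of -2.18 (-2.30 to -2.06). The library labelled spleen gave 2139 CPM in 289 vehicle cells and 521 CPM in 106 high dose cells, a log2 ratio of -2.04 (-2.16 to -1.92). The direction was opposite at the low dose, where Il1b reached 1181 and 3557 CPM, log2 ratios of 0.81 and 0.73. Cd84 fell from 246 to 68.3 CPM in the library labelled liver (log2 ratio -1.85, -2.04 to -1.67) and from 171 to 69.3 CPM in the library labelled spleen (-1.30, -1.67 to -0.94). Of the alternatives that keep the high dose group, a mean over cells of each cell's CPM moved both genes most, to -2.74 (Il1b) and -2.43 (Cd84) in the library labelled liver and to -2.66 and -1.83 in the library labelled spleen.
Different clusters held the class in the groups: 24.7% of its vehicle cells in the library labelled liver were in cluster 4, and 68.7% of its high dose cells in cluster 5. Cluster 0 of the library labelled spleen held 62.3% of its vehicle cells of the class, and cluster 9 held 55.7% of its high dose cells. Within cluster 5, Il1b rose at the high dose (log2 ratio 1.52, 1.26 to 1.78), and within cluster 6 it fell (-0.94, -1.29 to -0.62). Within cluster 0 of the library labelled spleen it fell (-1.46, -1.64 to -1.29), and within cluster 9 it rose (1.65). Cells also differed in depth, with medians of 4349 UMIs per vehicle and 18598 per high dose neutrophil-like cell in the library labelled liver, and 3455 and 10982.5 in the library labelled spleen. Each cell was therefore thinned to 500 UMIs, which left out 0 cells of the class. The share of neutrophil-like cells with an Il1b UMI was then 41.7% after the vehicle and 8.59% after the high dose in the library labelled liver (75.0% and 42.4% before thinning). T cell-like cells, taken as background, had 0.512% and 0.402% (2.56% and 2.31% before thinning) at medians of 4813 and 5050.5 UMIs. For the library labelled spleen the shares were 52.9% and 20.8% (69.2% and 50.0% before thinning), against 0% of 45 and 3.39% of 177 T cell-like cells (4.44% and 9.61% before thinning; medians of 3580 and 4782 UMIs). For Cd84 the thinned shares were 22.1% and 2.53% in the library labelled liver (74.2% and 63.1% before thinning). T, B and NK cell-like cells express Cd84, so that library gave no background for it. The Cd84 shares of the library labelled spleen were 14.5% and 3.77% (52.9% and 42.5% before thinning), against 0% and 0.935% of endothelial-like cells (5.71% and 7.48% before thinning; medians of 1420 and 3489 UMIs).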

To examine the mechanism of selective depletion of MDSCs associated with CBL0137 HAI, cell sorting of MDSCs from the liver or spleen of 4T1 tumors grown subcutaneously or in the liver underwent Western blot analyses of Z-DNA-sensing molecules. The consistent and high expression of the Z-DNA-binding protein 1 (ZBP1) and its mediator of necroptotic cell death, receptor-interacting protein kinase 3 (RIPK3), in MDSCs suggested a direct mechanism for selective depletion from Z-DNA induction by CBL0137. The molecules necessary for MDSC necroptosis were present whether the MDSCs were recovered from the liver or spleen and were not dependent upon whether the tumor was implanted in the subcutaneous or liver site (Figure 8E and Supplementary Figure S6A). Unlike the rapid induction of Z-DNA in tumor cells within 15 min of exposure to CBL0137 (Figure 3C), in vitro induction of Z-DNA was initially noted at 30 min (Supplementary Figure S6B) in MDSCs while peaking at 60 min, and importantly, it was nearly absent in T cell populations (Figure 8F and Supplementary Figure S6B). T cells recovered from mice with 4T1 tumors have the same necroptosis machinery as MDSCs (Supplementary Figure S6C) but were resistant to Z-DNA formation by CBL0137 (Figure 8F and Supplementary Figure S6B).

In addition, the detailed quantification of different cell populations after vehicle or CBL0137 HAI was analyzed, and depletion of PMD-/M-MDSC populations was detected with increased macrophages and T, B, and NK cells in the liver (Figure 9A). 

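Monocyte-like cells fell from 4.09% of the vehicle group to 1.12% of the high dose group in the library labelled liver (-2.97 points, -3.83 to -2.11), and from 9.00% to 4.51% in the library labelled spleen (-4.49 points, -7.01 to -2.03). Granulocyte progenitor-like cells changed by -1.44 and -10.2 points, but the class is not alike in both libraries. It holds cluster 7 of the library labelled spleen, where Camp, Ngp and Ltf are among the leading genes, while the like cluster 13 of the library labelled liver is neutrophil-like. Macrophage-like cells were 67 of 3103 vehicle and 64 of 2138 high dose cells in the library labelled liver, and the change of 0.834 points (-0.0567 to 1.78) was not detectable at this depth. Macrophage-like cells of the library labelled spleen were 65 of 822 and 124 of 865 cells, a rise of 6.43 points (3.36 to 9.49). The cell counts behind the lymphocyte shares were 586 and 996 T cell-like, 528 and 444 B cell-like, and 44 and 87 NK cell-like cells in the library labelled liver. Those of the library labelled spleen were 45 and 177 T cell-like and 32 and 67 B cell-like cells. HTODemux singlets of the library labelled spleen formed no NK cell-like cluster at resolution 0.8, and at resolution 1.6 one of 3 vehicle, 10 low dose and 17 high dose cells. MULTIseqDemux gave 1, 7 and 36 such cells, the dominant hashtag 1, 9 and 39, and the cell filter 3, 10 and 15. Clusters that stayed without a name (11, 19 and 20), by naming rules completed after the data were seen, held 4.67% of vehicle, 3.91% of low dose and 9.82% of high dose cells in the library labelled liver. Non-leukocytes were found in the library labelled spleen, where endothelial-like cells were 4.26% and 12.4%, hepatocyte-like cells 6.93% and 9.94%, and 4T1 tumor cell-like cells 1.95% and 5.67% (3.72 points, 1.84 to 5.66) of the vehicle and high dose groups. At the low dose they were 7.99%, 2.15% (hepatocyte-like, -4.78 points, -6.87 to -2.89) and 1.31%. By the dominant hashtag, endothelial-like and hepatocyte-like cells were 19.6% and 21.7% of the high dose group. At the low dose the share of B cell-like cells in that library changed by -1.05 points (-2.82 to 0.560), against the direction at the high dose. Collecting these populations with its other data, the paper concludes that CBL0137 HAI selectively depletes MDSCs while T cells are kept.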

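Expression was compared over the neutrophil-like cells of each library, most of which belonged to different clusters after the vehicle and after the high dose. Camp (ENSMUSG00000038357, chromosome 9 from 109847379 to 109849617) encodes a granule peptide of neutrophils. Its level fell from 7741 to 4803 CPM in the library labelled liver (log2 ratio -0.69, -0.71 to -0.67) and from 5320 to 3649 CPM in the library labelled spleen (-0.54, -0.60 to -0.49). Of the alternatives for Camp, the mean over cells moved it most and changed its direction, with log2 ratios of 0.51 and 0.22. Deep cells weigh more in summed CPM, while the paper names a normalization of each cell, so these measures are unlike. Ltf, for lactoferrin, was at 3213 and 3184 CPM in the library labelled liver, a log2 ratio of -0.013 whose interval (-0.042 to 0.016) spans 0, and its mean over cells gave 1.08. Ltf in the library labelled spleen rose from 2488 to 3324 CPM (0.42, 0.35 to 0.48). Ly6g rose from 641 to 872 CPM (0.44, 0.39 to 0.50) and from 698 to 1003 CPM (0.52, 0.40 to 0.64).
Wfdc17 fell in both libraries, with log2 ratios of -0.43 (-0.44 to -0.41) and -0.46 (-0.49 to -0.43). S100a8 reached 144100 CPM in vehicle cells and 165000 CPM in high dose cells of the library labelled liver, and its log2 ratios were 0.20 (0.191 to 0.199) and 0.12 (0.113 to 0.130). S100a9 changed by 0.037 (0.033 to 0.041) and 0.025 (0.016 to 0.033). Its sign in the library labelled spleen turned under MULTIseqDemux (-0.045) and at resolution 0.4 (-0.085), and also (-0.085) with cluster 7 called neutrophil-like, an alternative chosen after seeing the data. Because S100a8 and S100a9 together take a large part of all UMIs of these cells, the 20 most abundant genes were left out of the total in an alternative, which gave 0.32 for S100a8 and 0.16 for S100a9 in the library labelled liver.

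**Figure D2:**
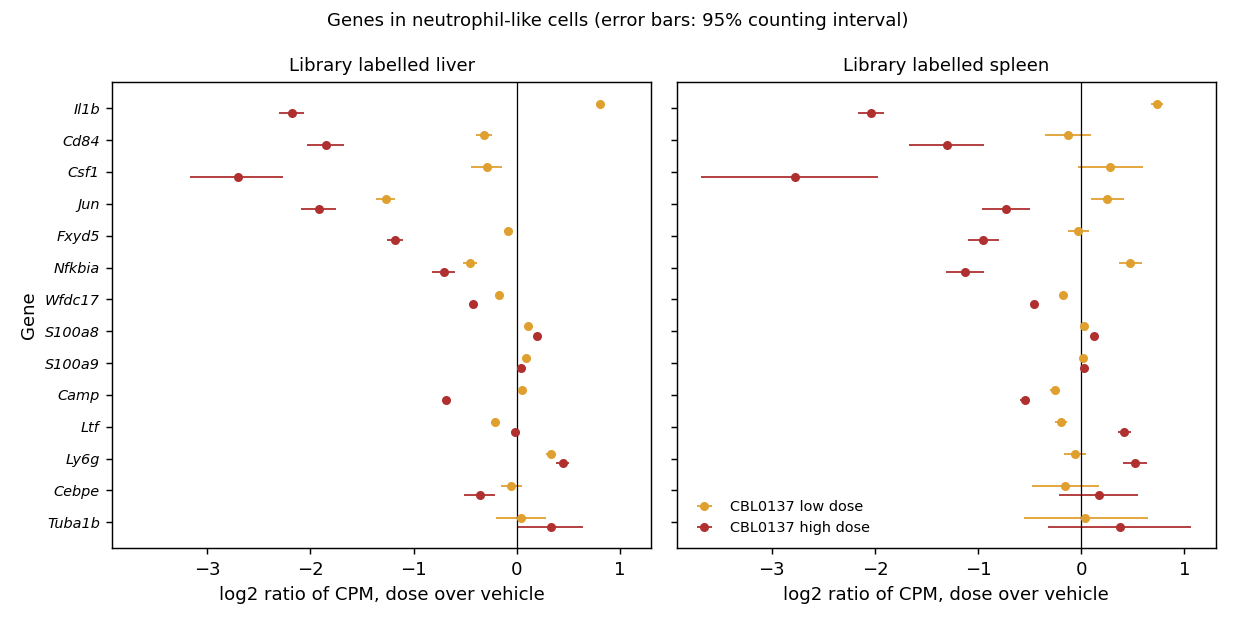
Log2 ratio of CPM, low dose and high dose of CBL0137 each over vehicle, of genes named for MDSCs in neutrophil-like cells of the library labelled liver and the library labelled spleen. Error bars are exact 95% intervals that cover counting error only, and the line marks no change. At the high dose Camp lies at -0.69 and -0.54 and Ly6g at 0.44 and 0.52.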

We also analyzed specific gene expression in existing MDSCs after HAI, and significantly high levels of Camp, Ltf, and Ly6G expressions representing a mature neutrophil state were found in the CBL0137-treated group compared to the vehicle group; gene expressions involved in immune suppression such as Wfdc17, S100a8/9, Il1b, and Cd84 were decreased significantly in the CBL0137 group. 

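Cebpe encodes a transcription factor of granulocytes and Tuba1b an alpha-tubulin. Over neutrophil-like cells of the library labelled liver, Cebpe fell from 141 to 110 CPM (log2 ratio -0.36, -0.52 to -0.21), from 1673 and 434 UMIs. Averaging each cell's CPM gave a rise of 0.79 instead. The library labelled spleen had 129 Cebpe UMIs after the vehicle and 109 after the high dose, and the log2 ratio of 0.17 (-0.21 to 0.55) spans 0. Its cluster 7, with Cebpe among the leading genes, was called granulocyte progenitor-like and is not in this class. Cluster 13 of the library labelled liver, also with Cebpe among the leading genes, is in it, so the Cebpe values are not alike. Tuba1b rose from 23.9 to 30.1 CPM in the library labelled liver (0.33, 0.010 to 0.65), from 284 and 119 UMIs. A filter to cells with at least 200 genes and under 10% mitochondrial UMIs brought that Tuba1b ratio to -0.022. Its ratio of 0.37 in the library labelled spleen (-0.32 to 1.07) rests on 38 and 37 UMIs and was not detectable at this depth.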

And gene expressions of Cebpe and Tuba1b for granulocytic differentiation, indicating the existence of a proliferative pool of neutrophils, were increased with CBL0137 treatment (Figure 9B). We have shown that CBL0137 suppressed NF-κB transcription within various cancer cells resulting in p53 activation [26]. NF-κB-related genes and p53 promoter suppressor genes such as Csf1, Fxyd5, and Jun were suppressed in MDSCs after CBL0137 HAI (Figure 9B). However, we could not detect an increase in IκBα (Nfkbia) gene expression in the CBL0137-treated group compared to the vehicle in MDSCs. Furthermore, multiple genes that were responsible for homeostasis, proliferation, and activation in T cells were highly expressed after CBL0137 HAI treatment, including Eif6, Traf2, Tab2, Ckb, Baz1b, Lcp1, Ago2, Rap1a, Icam2, and Dok2. 

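Csf1 (ENSMUSG00000014599, chromosome 3 from 107741048 to 107760469) had 878 UMIs in vehicle and 45 in high dose neutrophil-like cells of the library labelled liver, 74.0 and 11.4 CPM, a log2 ratio of -2.70 (-3.17 to -2.27). Counts of 127 and 14 UMIs in the library labelled spleen gave a ratio of -2.77 (-3.68 to -1.97), and the low dose gave 0.28 (-0.027 to 0.60). Fxyd5 fell from 856 to 378 CPM (-1.18, -1.26 to -1.10) and from 800.2 to 414.5 CPM (-0.95, -1.10 to -0.80), with low dose ratios of -0.081 and -0.026. Jun fell from 314 to 83.0 CPM in the library labelled liver (-1.92, -2.09 to -1.76) and from 301.1 to 182 CPM in the library labelled spleen (-0.73, -0.97 to -0.50). At the low dose Jun moved apart between the libraries, with ratios of -1.27 and 0.25. Combining both doses gave 0.026 for Jun in the library labelled spleen.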

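Nfkbia (ENSMUSG00000021025, chromosome 12 from 55489410 to 55492647) fell in neutrophil-like cells at the high dose, from 355 to 217 CPM in the library labelled liver (log2 ratio -0.71, -0.82 to -0.60) and from 570.5 to 262 CPM in the library labelled spleen (-1.12, -1.31 to -0.94). At the low dose its level was 259 CPM in the library labelled liver and 793 CPM in the library labelled spleen, the latter a rise of 0.47 on the log2 scale. Combining both doses gave 0.16 in the library labelled spleen.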

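T cell-like cells had 586 vehicle and 996 high dose cells in the library labelled liver, and 10 genes (Eif6, Traf2, Tab2, Ckb, Baz1b, Lcp1, Ago2, Rap1a, Icam2 and Dok2) were compared over them. Lcp1 rose from 273 to 299 CPM, a log2 ratio of 0.13 (0.012 to 0.26), and turned to -0.091 (-0.22 to 0.043) at the low dose. The intervals of the other 9 span 0, with ratios from -0.25 (Ckb) to 0.16 (Icam2). Ckb, Baz1b, Ago2, Rap1a and Dok2 lay under 0, and Eif6, Traf2, Tab2 and Icam2 above. With 45 vehicle cells in the library labelled spleen, the ratios there were 0.88 for Lcp1 (0.56 to 1.22), 1.06 for Dok2 (0.45 to 1.74) and 0.80 for Eif6 (0.081 to 1.61). The other 7 genes had intervals that span 0, from -0.62 (Ckb) to 1.38 (Icam2, 2 and 32 UMIs). Over all 14 genes the paper names in T cells, 9 were higher at the high dose in the library labelled liver and 13 in the library labelled spleen. Within the library labelled liver, the filter on cells moved this count most, to 11.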

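Among Th1-related genes in T cell-like cells, Itgb1 (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200), an integrin subunit, rose from 67.1 to 101 CPM in the library labelled liver (log2 ratio 0.59, 0.36 to 0.83) and by 1.10 (0.55 to 1.71) in the library labelled spleen. Ifi27l2a rose from 417 to 627 CPM (0.59, 0.49 to 0.68) in the former and by 1.00 (0.70 to 1.32) in the latter, where the low dose gave -0.26 (-0.61 to 0.10). Gadd45b had 48 and 88 UMIs in the library labelled liver, a ratio of 0.0071 (-0.52 to 0.55), and 3 and 84 UMIs in the library labelled spleen, a ratio of 2.19 (0.59 to 4.49). Tbx21 had 8 and 16 UMIs and 5 and 58 UMIs in the 2 libraries, and its ratios of 0.13 and 0.92 were not detectable at this depth.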

Th1 transcription genes such as Gadd45b, Itgb1, Ifi27l2a, and Tbx21 were especially overexpressed in the CBL0137 HAI-treated group. Simultaneously, genes promoting anti-cancer efficacy such as Cd160, Cd244a, and Ccr2 were highly expressed while a relay gene of the NF-κB pathway, Card11, was suppressed in NK cells after CBL0137 treatment. 

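The NK cell-like cells of the library labelled liver were 1 cluster, with 221400 UMIs from the vehicle and 407850 from the high dose group. Cd160 (ENSMUSG00000038304, chromosome 3 from 96798763 to 96829351) had 21 and 114 UMIs, 94.85 and 279.5 CPM, a log2 ratio of 1.56 (0.88 to 2.31). The low dose gave -0.14 (-0.998 to 0.75) for Cd160. Cd244a (203 and 245 CPM) and Ccr2 (379 and 387 CPM) had ratios of 0.27 (-0.25 to 0.81) and 0.030 (-0.36 to 0.43). No change of Cd244a or Ccr2 was detectable at this depth. No NK gene was computed in the library labelled spleen, where HTODemux singlets gave no NK cell-like cluster at resolution 0.8. That library is the likelier liver by its transcripts, so the NK values given here may be those of spleen cells.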

Lastly, Socs3 is a negative regulator of NK activity and therapeutic targeting of Socs3 in NK cells potentiates the killing of tumor targets [56]. 

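Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) encodes a suppressor of cytokine signaling. In NK cell-like cells of the library labelled liver it had 9 UMIs after the vehicle, 6 after the low dose and 5 after the high dose, or 40.65, 17.8 and 12.3 CPM. The log2 ratio of the high dose over the vehicle was -1.73, with an interval from -3.65 to 0.0030 that reaches 0. Removal of the cells that Scrublet called doublets brought it to -0.72 (-2.94 to 1.61), while MULTIseqDemux gave -1.96 (-3.83 to -0.31). Socs3 was not computed in NK cell-like cells of the library labelled spleen, the likelier liver by its transcripts.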

CBL0137 suppressed this Socs3 expression in NK cells (Figure 9B).

Collectively, these data demonstrate the ability of CBL0137 HAI to selectively deplete MDSC populations that inhibit anti-tumor immune responses, simultaneously maintain T cell populations, and overcome anti-PD-1 resistance to improve survival in the immunologic cold 4T1 liver metastatic model.

## 4. Discussion

The management of metastatic liver disease continues to evolve with aggressive measures leading to improved clinical outcomes. Unfortunately, the majority of metastatic liver patients are not amenable to curative surgical extirpation, and systemic therapy options or ablative techniques do not typically result in a cure. The recent introduction of an immune checkpoint blockade has revolutionized the treatment of various cancers and has highlighted the role of the immune system in oncogenesis and cancer therapy. While promising, the vast majority of patients with liver metastases do not respond to standard immunotherapy options [57,58]. Novel therapies to render cold tumors immunotherapy-responsive are needed for this large population of patients. HAI has demonstrated clinical efficacy in select patients, but reliance on standard chemotherapy agents that concurrently deplete immune cells limits the full potential of this therapy and impedes the expansion of anti-tumor immune responses.

Similar to our prior work in the intra-arterial delivery of CBL0137 in other tumor models [59], the current in vitro and in vivo HAI studies showed that CBL0137 was rapidly taken up by CT26 and 4T1 tumor cells and caused an immediate decrease in cell proliferation. Z-DNA is one possible double helical configuration of DNA and is a left-handed structure in which the helix winds to the left in a zigzag pattern [60,61]. Treatment of tumor cells with CBL0137 caused the appearance of nuclear Z-DNA in a dose- and time-dependent manner in vitro [33]. For in vivo experiments, Z-DNA was detected 2 h after a 15 min CBL0137 HAI in CT26 and 4T1 tumors, and after chromatin trapping as noted by the appearance of SSRP1, a subunit of FACT complex, in the insoluble chromatin fraction within 1 h as previously described [33]. These findings suggested that CBL0137 absorption in the target tissue, metastatic liver lesions, was rapid. Also, as a direct result of C-trapping by CBL0137, there was subsequent inhibition of NF-κB which is an important transcription factor associated with the expression of pro-inflammatory cytokines and the upregulation of tumor survival genes [26]. CBL0137 acted directly on cancer cells in a non-genotoxic manner by trapping the FACT complex within DNA complexes, leading to a reduction in NF-κB activity, and resulting in cell apoptosis and necroptosis as demonstrated in these data and prior work [26,62]. The quick uptake, liver tumor-specific affinity, and sparing of normal liver parenchyma are essential characteristics of the ideal drug for use in a focused, liver-directed regional therapy for liver metastases. Even more importantly, CBL0137 HAI was well tolerated, making it superior to standard HAI chemotherapies that are commonly related to sclerosing cholangitis or chemical hepatitis [49], which is relevant to patients with heavy disease burden and limited functional liver reserve.

We postulate that suppressing MDSCs in the liver will result in better survival outcomes in patients with liver metastases treated using immune checkpoint blockade therapy. However, the problem stems from the inability to deliver efficient drug concentrations to the liver without delivering harmful doses to sensitive normal tissues [63]. Systemic anti-MDSC treatments have limited ability to decrease MDSCs in the liver. Moreover, systemic treatments with conventional chemo agents for the elimination of MDSCs can not only have a direct cytotoxic effect on tumor cells but can also eliminate T cells which are critical for immunotherapy. As an alternative to systemic therapy, directed local delivery of a drug to the liver via a regional artery, HAI, with a fractional dose of systemic drug usage could be a solution to reduce MDSC burden while sparing T cells in the liver. HAI takes advantage of the access to liver lesions provided by the hepatic arterial system and the first-pass effect [64].

Greater apoptosis, delayed tumor growth, decreased tumor volumes, and better survival outcomes were detected with CBL0137 HAI treatment compared to the vehicle or 5FU in mice bearing 4T1 breast cancer liver metastasis, but this anti-tumor effect was not as pronounced in mice bearing CT26 colon cancer liver metastasis. Despite evidence of CBL0137 having direct effects on CT26 and 4T1 tumor deposits in the liver during HAI, the survival benefit was either absent or modest, respectively. Due to this observed discordance, we explored the possibility that different pathophysiologies, specifically previously described immune suppressor networks, may influence outcomes between the CT26 colon and 4T1 breast cancers that were examined. Confirming these differences and in line with prior reports [65,66,67], 4T1 liver tumors were highly enriched for MDSC populations, as compared to CT26 liver tumors. MDSCs are capable of supporting tumor growth through remodeling of the tumor microenvironment [68]. While MDSCs play a crucial role in tumor survival in the 4T1 model, they are less critical for CT26 tumor survival. As a result, the elimination of MDSCs using 5-FU or CBL0137 in the CT26 model showed limited immune efficacy.

A growing body of evidence suggests that tumor infiltration of immune-suppressive MDSCs correlates with poor prognosis and drug resistance [69,70,71,72]. We demonstrated that the treatment of 4T1 liver metastasis with CBL0137 HAI resulted in the selective depletion of MDSCs in liver tumors along with a significant increase in the levels of Th1 cells. CBL0137 HAI had the advantage of not inducing higher levels of Tregs as was the case after 5-FU HAI treatment and as was reported previously for systemic 5-FU treatment in 4T1 models [73]. The observed reduction in immune suppressive MDSCs and the increase in the Th1 cell population were associated with an increase in CD8^+^ T cell infiltration into the tumor microenvironment after CBL0137 HAI. These findings are clinically relevant as increased CD8^+^ T cell infiltration has been directly correlated with decreased recurrence and improved survival across several tumor types including breast cancer [74]. We leveraged these findings by showing that the combination of CBL0137 HAI followed by anti-PD-1 mAb expanded CD4 and CD8 effector memory populations and increased survival in the immune refractory 4T1 model.

CBL0137 selectively depleted MDSC subpopulations expressing *Il1b* and *CD84* but did not affect other immune cells including T, B, and NK cells. *Il1b* and *CD84* are important shared genes involved in immune suppressive features such as a T cell-suppressive capacity and increased reactive oxygen species (ROS) production between PMN- and M-MDSCs [75,76,77,78,79]. Our data indicate that the selective MDSC depletion is mediated via CBL0137 induction of Z-DNA and the downstream consequences of Z-DNA detection (ZBP1) combined with known mediators of necroptosis (RIPK3) as previously described for viral infections [62] and as most recently described for tumor-associated fibroblasts [80]. Z-DNA formation requires all necessary machinery such as ZBP-1, RIPK3, and MLKL to induce necroptosis in MDSCs. Although Z-DNA formation in MDSCs is not extensively studied, Z-DNA forms under conditions of negative supercoiling, high transcriptional activity, and specific sequence contexts [80,81,82,83]. MDSCs exhibit unique transcriptional profiles that support their role in immune suppression [75]. Z-DNA may form in areas where genes related to metabolic reprogramming, ROS production, and immunosuppressive cytokine release are highly transcribed. And our data demonstrated that the *Il1b^+^CD84^+^* subpopulation of MDSCs, which have enhanced suppressive capabilities in immune suppression compared to *Il1b^−^CD84* MDSCs, were selectively depleted by CBL0137. Importantly, T cells are concurrently maintained and do not appear to be susceptible to Z-DNA formation by CBL0137, despite having the necessary machinery to execute necroptosis. Due to their critical role in host defense, it is postulated that T cell DNA might be resistant to Z-DNA formation and subsequent necroptosis, similar in principle to a recently discovered mechanism of germline genome safeguarding specifically against Z-DNA formation [84]. The time course in vitro and in vivo for the induction of Z-DNA is more rapid in tumor cells compared to MDSCs and while a single dose of CBL0137 in vivo is capable of bulk depletion of MDSCs, this effect was transient peaking at 3 days post-infusion with a rebound of MDSCs to baseline levels by day 7. The mechanisms defined for MDSC depletion may represent a relevant clinical biomarker for CBL0137 response in MDSC-related tumors, and the kinetics suggest that the addition of immunotherapy would be optimal at the maximal time of depletion.

Our study reflects only a single HAI treatment along with a PD-1 blockade as a reductionist approach for a stringent investigation of interactions. And various genes related to proliferation and activation in T and NK cells were overexpressed after CBL0137 treatment. These cellular effects of CBL0137 suggest a novel mechanism of augmentation of PD1 blockade efficacy as well. Thus, further evaluation will be needed to determine if repeated or continuous treatment of CBL0137 will confer additional therapeutic effects. Clinically, HAI pumps or multiple hepatic artery percutaneous infusions can deliver continuous or multiple doses of CBL0137 and may further magnify the observed anti-tumor results. Importantly, the toxicity of a single infusion in our study appears tolerable, but a continuous or repeated infusion may have cumulative effects that cannot be determined from these investigations. Similarly, only one dose of anti-PD-1 mAb was used with the same injection schedule which may underestimate the effects of different schedules and doses.

In summary, CBL0137 HAI could be a viable option for the clinical treatment of liver metastases and serve as a foundation for future combinations or sequential therapies that take advantage of this unique immune potentiation.

## 5. Conclusions

CBL0137 delivered via HAI was tumoricidal to liver metastasis with minimal morbidity and highly favorable anti-tumor immune properties not seen with standard chemotherapies. CBL0137 HAI may not only directly treat liver metastases, but also “precondition” tumors to render them sensitive to current immunotherapies.

## Figures and Tables

**Figure 1:**
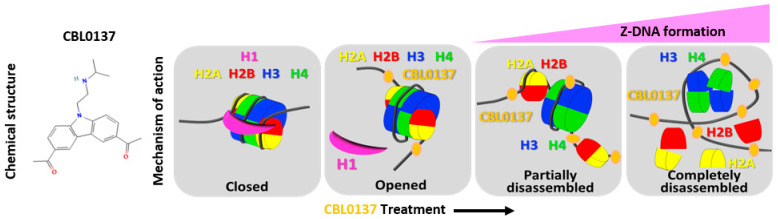
A schematic diagram illustrating the mechanism of action involving chromatin decondensation and the chemical structure of CBL0137. Z-DNA formation occurs following the interaction of CBL0137 with chromatin, leading to histone disassembly.

**Figure 2:**
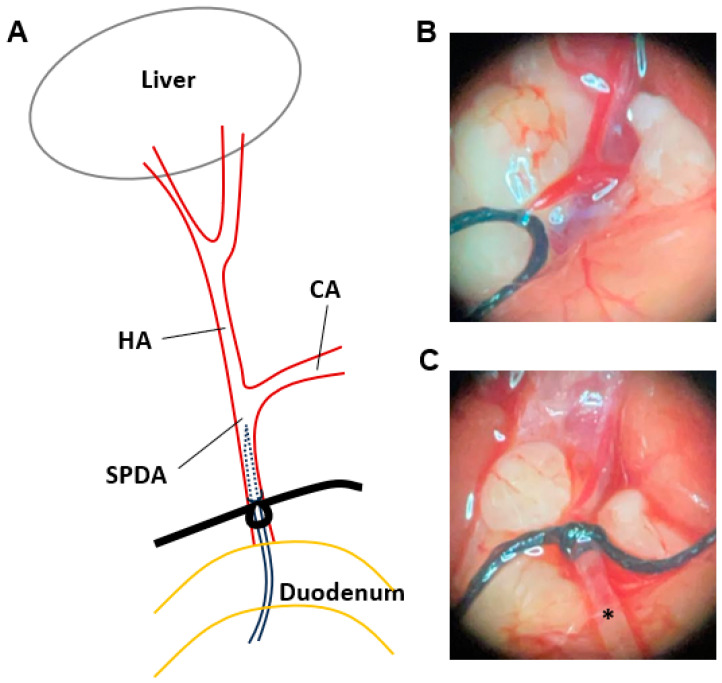
A schematic illustration and representative photographs of HAI via the superior pancreaticoduodenal artery (SPDA). (**A**) A diagram of the HAI procedure via the SPDA. (**B**) A representative photograph of the vascular anatomy before cannulation. (**C**) A representative photograph after catheter placement (*) in the SPDA.

**Figure 3:**
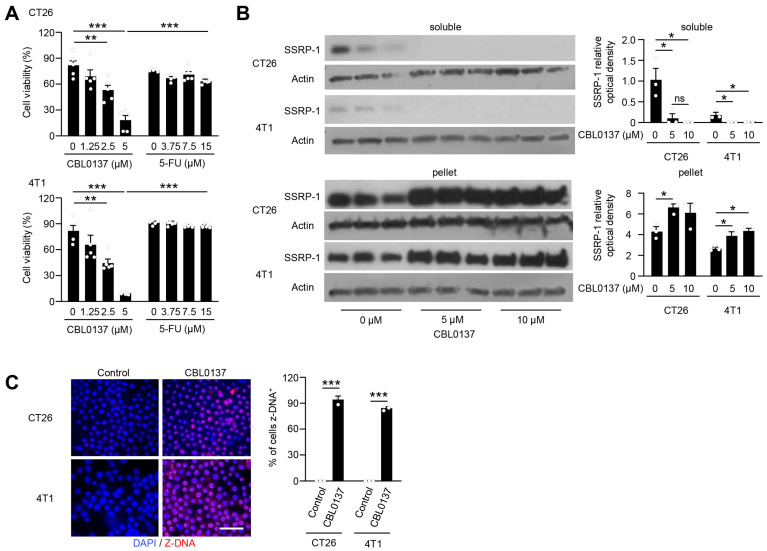
CBL0137 rapidly limits proliferation of CT26 and 4T1 tumor cells in vitro by altering DNA/histone interactions. (**A**) In vitro cell viability was significantly reduced by a 15 min treatment with CBL0137 as compared to 5FU (*n* = 5). Representative data among 3 independent experiments. **: *p* < 0.01; ***: *p* < 0.001 from Student’s *t*-test; error bar: standard error of the mean. (**B**) Western blot analysis of SSRP 1 redistribution after in vitro treatment with different doses of CVB0137. As a marker for CBL0137 activity, SSRP1 loss in the soluble fraction of nuclear proteins and accumulation in the pelleted fraction of proteins from tumor cells was noted in vitro. Representative data between 2 independent experiments. Results were quantified using 1.53v ImageJ. *n* = 3; *: *p* < 0.05 from Student’s *t-*test; error bar: standard error of the mean, ns: not significant. (**C**) Immunofluorescence (IF) of Z-DNA in cancer cells. CT26 and 4T1 cells were treated with either the control (D5W) or CBL0137 for 15 min in vitro and then were stained with Z-DNA antibodies showing marked induction of Z-DNA formation. Representative IF figures among 3 independent experiments. *n* = 3; bar is 50 µm; ***: *p* < 0.001 from Student’s *t*-test; error bar: standard error of the mean.

**Figure 4:**
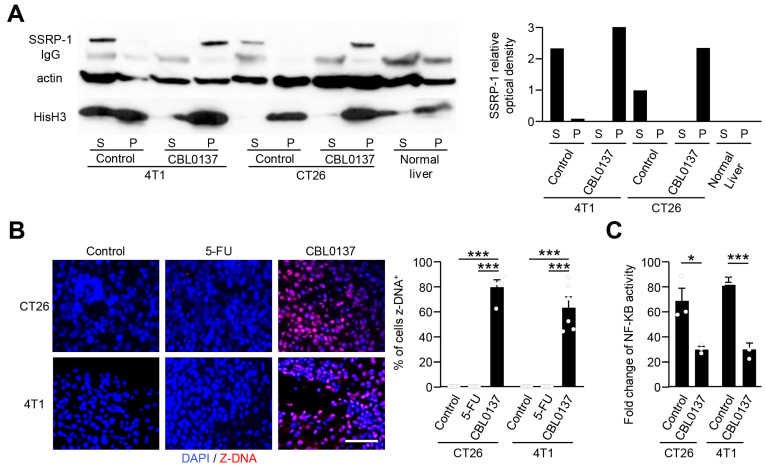
HAI with CBL0137 induces distinct chromatin decondensation with Z-DNA formation in vivo. (**A**) Western blot analysis of SSRP 1 redistribution after in vivo treatment via CBL0137 HAI. HAI with CBL0137 induced DNA/histone changes as noted by loss of SSRP-1 in soluble fractions and appearance in the pellets of 4T1 and CT26 liver tumors. Single experiment. (**B**) Z-DNA detection using IF after in vivo HAI. In vivo HAI with CBL0137 induced nuclear changes as depicted by the generation of Z-DNA as compared to control (D5W) or 5-FU. Representative IF figures among 3 independent experiments. *n =* 6; ***: *p* < 0.001 from Student’s *t*-test; error bar: standard error of the mean. (**C**) Suppression of NF-κB expression 4 h after CBL0137 HAI compared to the control HAI group. Representative data from 2 independent experiments. *n =* 3, *; *p* < 0.05, ***; *p* < 0.001 from Student’s *t*-test, error bar; standard error of the mean.

**Figure 5:**
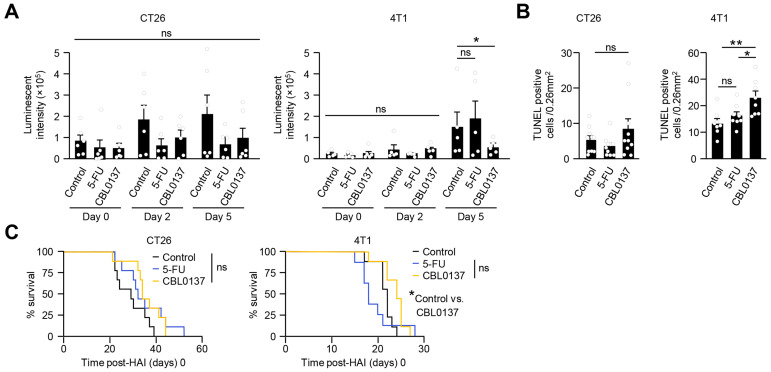
CBL0137 HAI produces different antitumor responses in CT26 and 4T1 liver metastases. (**A**) Luminescence 5 days after HAI with CBL0137 was reduced significantly in 4T1 liver tumors, but not CT26 liver tumors; representative data among 3 independent experiments, CT26 (*n =* 6) and 4T1 (*n =* 5). (**B**) Numbers of TUNEL-positive cells in tumor nodules. A trend to greater numbers of apoptotic cells and a statistical increase in apoptotic cells are identified by TUNEL stain 5 days after HAI treatment with CBL0137 in CT26 and 4T1 liver metastases. Pooled data with 3 independent experiments with CT26 tumor (*n =* 10) and 4T1 (*n =* 8) tumor. Each value represented an average of 3 slides per mouse. *: *p* < 0.05; **: *p* < 0.01 from Student’s *t*-test; error bar: standard error of the mean; ns: not significant. (**C**) Survival curves after HAI with different treatments. No survival benefit was detected in mice bearing CT26 liver metastasis. Alternatively, survival data showed statistically significant but modest survival benefits in mice bearing 4T1 liver metastasis. Pooled data from 3 independent experiments. *: *p* < 0.05; ns: not significant; *n =* 9, using log-rank tests.

**Figure 6:**
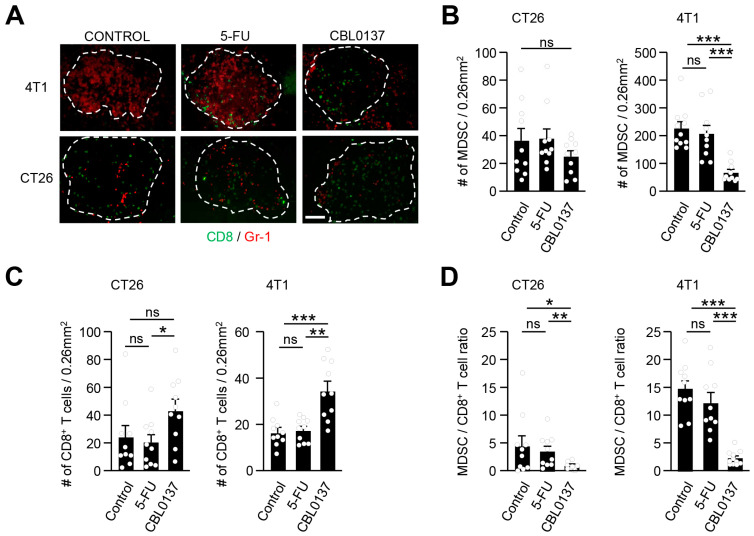
CBL0137 HAI exerts favorable changes in immune cell composition of metastatic tumors. (**A**) Representative IF images of CD8- and Gr-1-positive cells. CBL0137 reduced intratumoral MDSCs in both CT26 and 4T1 tumors. Gr-1^+^ (red) and CD8^+^ (green) antibodies 5 days after HAI with control (D5W), 5FU, or CBL0137. The scale bar is 50 μm; the white dashed line denotes the tumor boundary. (**B**) Numbers of MDSCs in tumor modules after HAI with different treatments in CT26 and 4T1 liver metastatic models. CBL0137 HAI decreased the number of MDSCs in 4T1 liver tumors but had no impact on the already low numbers of MDSCs in CT26 liver tumors. ***: *p* < 0.001 from Student’s *t*-test; error bar: standard error of the mean; ns: not significant. (**C**) Numbers of CD8^+^ T cells in tumor nodules after HAI. CD8^+^ cells tended to increase in CT26 tumor nodules and significantly increased in 4T1 tumor nodules from CBL0137 HAI. #; number, *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001 from Student’s *t*-test; error bar: standard error of the mean; ns: not significant. (**D**) The ratios of MDSCs and CD8^+^ T cells in tumor nodules. CBL0137 induces favorable statistically significant MDSC/CD8^+^ T cell ratios in CT26 and 4T1 tumors 5 days after HAI. Representative photos and pooled data from 3 independent experiments, with each value representing an average of 3 slides per mouse. *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001; *n =* 10, from Student’s *t*-test; error bar: standard error of the mean.

**Figure 7:**
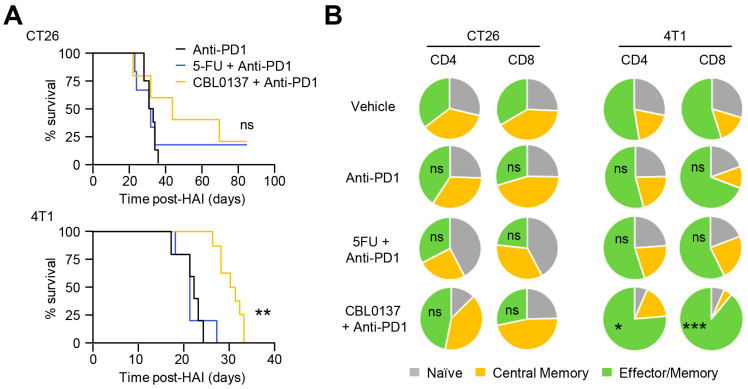
PD-1 blockade therapy augments survival of CBL0137 HAI. (**A**) Survival curves with anti-PD-1 therapy after HAI. Overall survival was improved, and cures generated by the addition of anti-PD-1 in HAI CBL0137 and 5-FU groups in CT26 tumor-bearing mice. And overall survival was significantly extended by the addition of anti-PD-1 therapy to CBL0137 HAI in 4T1 tumor-bearing mice compared to PD-1 alone. Survival data were acquired after each treatment with mice bearing 4T1 and CT26 liver metastases. Pooled data from 2 different experiments. **: *p* < 0.01; ns: not significant; *n* ≥ 5, using log-rank tests. (**B**) Compositions of CD4^+^/CD8^+^ naïve, central memory, and effector memory T cell populations. T cell-activated statuses were analyzed as naïve (CD62L^+^CD44^−^), central memory (CM; CD62L^+^CD44^+^), and effector memory (EM; CD62L^−^CD44^+^) cell populations 5 days after each treatment and showed significant skewing toward effector memory subsets in combined CBL0137 and anti-PD-1 treatment in 4T1 mice. Pooled data from 2 different experiments. *: *p* < 0.05; ***: *p* < 0.001; ns: not significant; *n* ≥ 4, from Student’s *t*-test.

**Figure 8:**
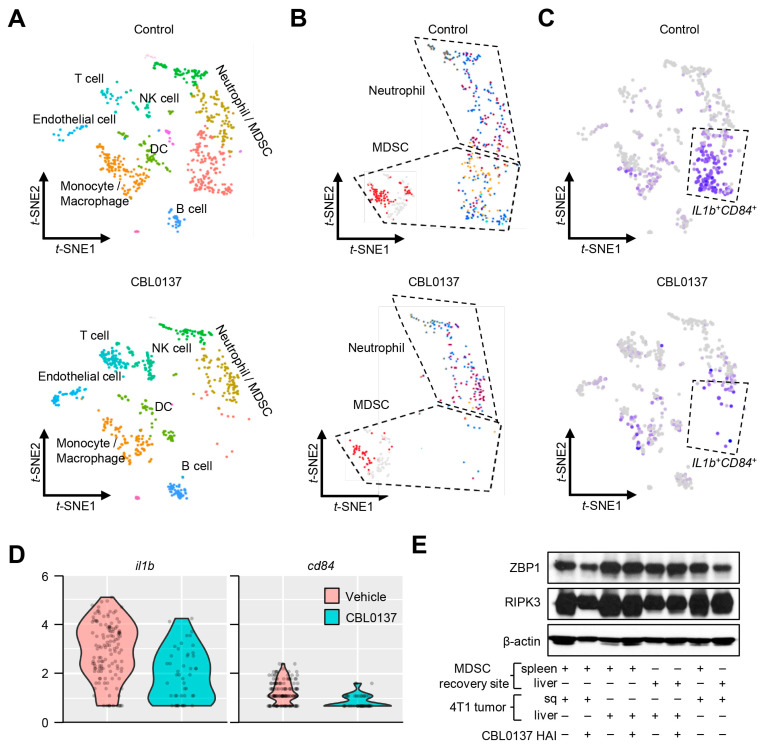

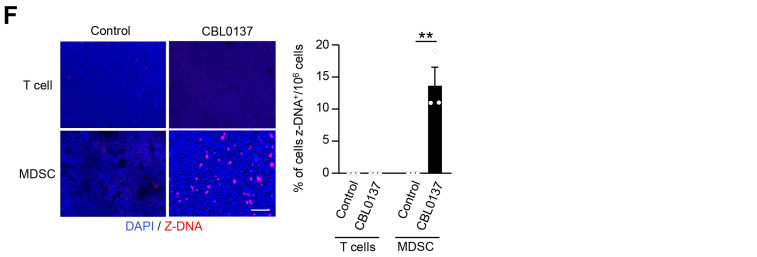
CBL0137 HAI selectively depletes *Il1b* and *CD84*-expressing hepatic MDSC populations. (**A**) ScRNAseq was performed with leukocytes from the liver 5 days after HAI with either vehicle or CBL0137. Cell clusters were characterized after vehicle or CBL0137 treatment. (**B**) Subcategorized neutrophil and monocyte populations based on ImmGen data. (**C**) Neutrophil and monocyte populations were identified with *Il1b* and CD84 genes after vehicle or CBL137 HAI. (**D**) Violin plots showing different levels of Il1b and Cd84 gene expression in existing MDSC populations after vehicle or CBL0137 treatment. (**E**) Western blot for the Z-DNA-sensing protein ZBP1 and a downstream molecule (RIPK3) in MDSCs recovered under different conditions (as depicted) shows consistently high levels of ZBP1 and RIPK3 in all MDSCs recovered. (**F**) IF images of Z-DNA in T cells and MDSCs. After 1 h of exposure to CBL0137 in vitro, Z-DNA is extensively detected in MDSCs but not T cells. Representative IF figures among 2 independent experiments. *n =* 3; **: *p* < 0.01 from Student’s *t*-test; error bar: standard error of the mean.

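Neutrophil-like cells formed 7 clusters in the library labelled liver. Clusters 4 and 8 had the highest Il1b and Cd84 levels after the vehicle, with 3447 and 3198 CPM of Il1b and 911 and 928 CPM of Cd84. They held 351 and 159 vehicle cells, 173 and 174 low dose cells, and 0 and 1 high dose cells. The count of 0 among 2138 high dose cells allows a share of up to 0.140%. Clusters 3 and 6 held 213 and 312 vehicle cells against 6 and 13 high dose cells. Clusters with little Il1b fell too: cluster 10 (88.7 CPM) to a share ratio of 0.354 (0.206 to 0.583), and cluster 13 (16.9 CPM) to 0.288 (0.173 to 0.458). Cluster 5, whose vehicle cells had 48.65 CPM of Il1b and 67.9 CPM of Cd84, held 195 vehicle, 186 low dose and 136 high dose cells. Its share of the group was 1.01 times that of the vehicle at the high dose (0.807 to 1.27), while the ratio for the other neutrophil-like clusters together was 0.0733 (0.0558 to 0.0946). Cluster 0 of the library labelled spleen had 4654 CPM of Il1b and 337 CPM of Cd84 after the vehicle, and its share ratio was 0.127. Cluster 16, with 6996 CPM of Il1b, held 29 vehicle, 37 low dose and 3 high dose cells. Cluster 9, with 58.4 CPM of Il1b and 47.8 CPM of Cd84, had a ratio of 1.22 (0.815 to 1.83). Monocyte-like cells, a single cluster in each library, had 114 CPM of Il1b after the vehicle and 128 CPM after the high dose in the library labelled liver. Their levels in the library labelled spleen were 471 and 363 CPM. Neither Il1b nor Cd84 was among the genes used for clustering.

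**Figure D3:**
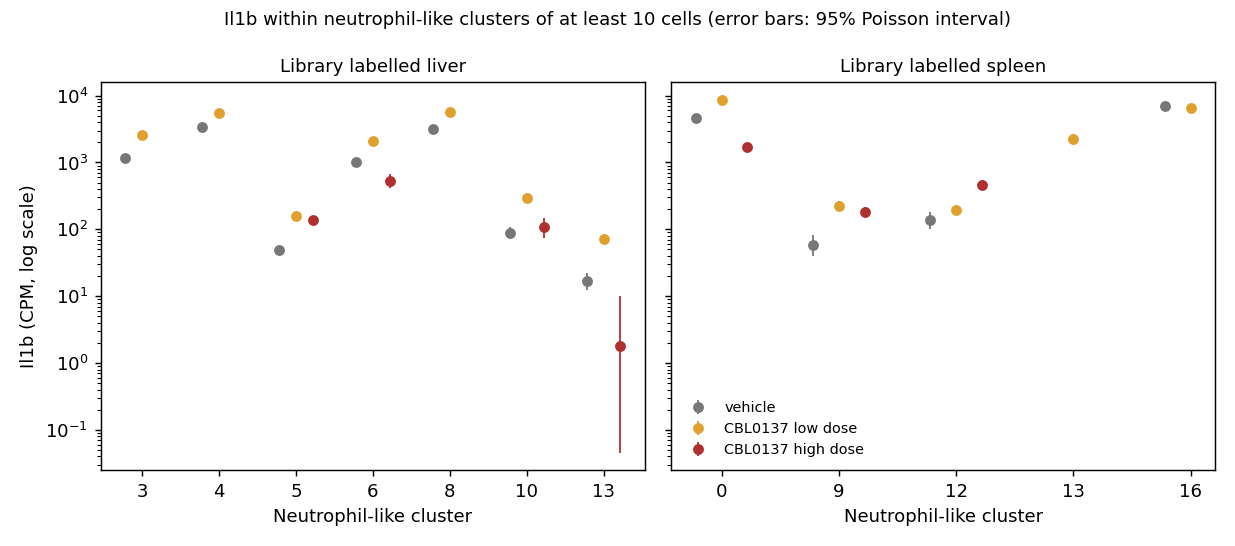
Il1b level (CPM, log axis) of each neutrophil-like cluster after the vehicle, low dose and high dose of CBL0137, for the library labelled liver and the library labelled spleen. A point is drawn only where a group had at least 10 cells in the cluster. Error bars are exact Poisson 95% intervals that cover counting error only. Cluster 4 of the library labelled liver had 3447 CPM after the vehicle and no high dose cell.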

**Figure 9:**
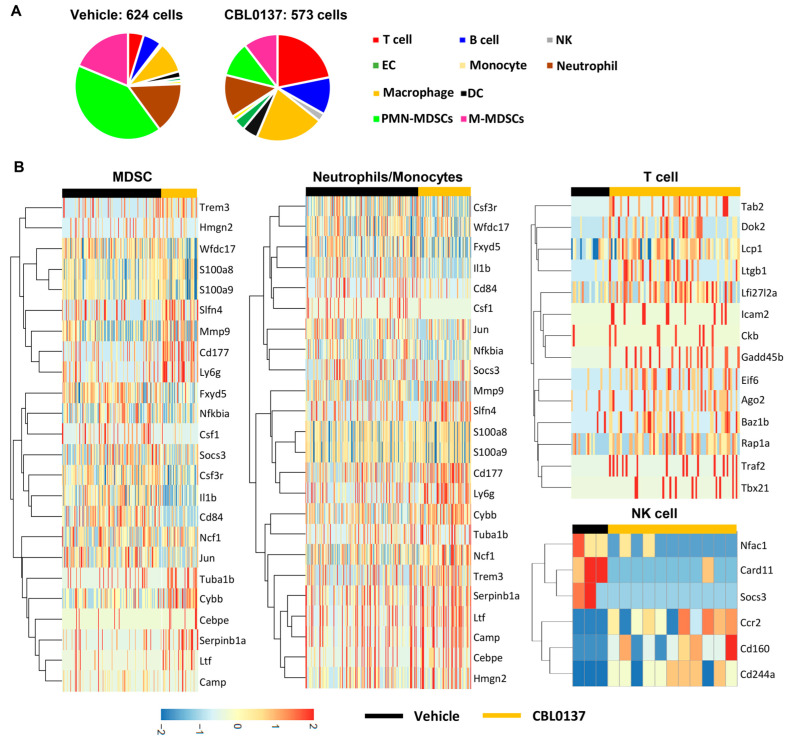
ScRNAseq data reveal differences in cell clusters and gene expressions. Isolated leukocytes from the liver 5 days after HAI with either vehicle or CBL0137 were analyzed to (**A**) characterize cell populations and (**B**) different gene expressions in MDSCs, neutrophils, monocytes, and T and NK cells.

## Data Availability

RNA-seq data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession no. GSE225504. The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16213711/s1, Figure S1: Toxicity evaluation after HAI in CT26 and 4T1 liver tumor bearing mice; Figure S2: The impact of HAI compared to intravenous (IV) injection targeting liver tumors; Figure S3: The influence of CBL0137 HAI on immune cell subsets; Figure S4: A HAI is superior to a systemic intravenous injection for eradication of MDSCs in the liver; Figure S5: CBL0137 HAI increases immune modulation effects with 4T1 liver metastases; Figure S6: Western blot and IF images for necroptosis machinery in MDSCs and T cells; All original photos of Western blot.

# Supplementary material for: Enhancing Anti-PD-1 Immunotherapy by Targeting MDSCs via Hepatic Arterial Infusion in Breast Cancer Liver Metastases
**Source:** Cancers (Basel). 2024 Nov 3;16(21):3711. doi: 10.3390/cancers16213711

# Kim et al.

## Supplementary Figure S1

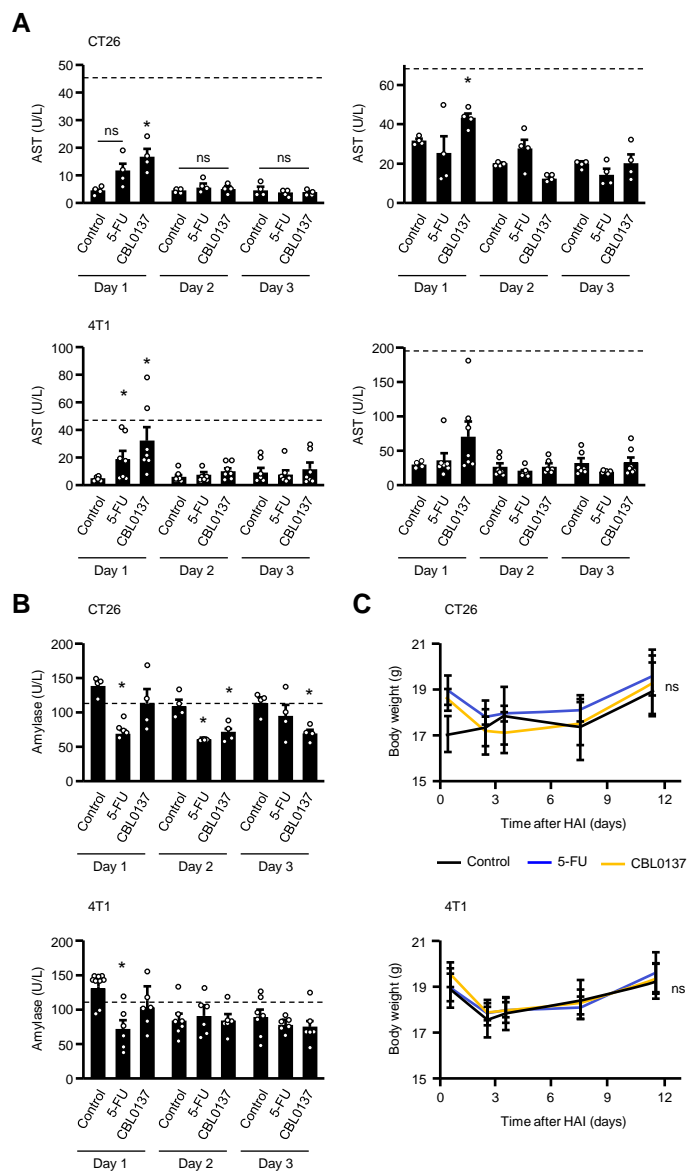

**Supplementary Figure S1.** Toxicity evaluation after HAI in CT26 and 4T1 liver tumor bearing mice. HAI with CBL0137 had tolerable and transient toxicity with no significant morbidity as noted by (A) liver enzymes, (B) amylase levels, or (C) changes in body weight. Dotted lines; normal values. Representative data between 2 experiments. CT26;  $n = 4$ , 4T1;  $n = 6$ , \*;  $p < 0.05$ , ns; not significant by Student's  $t$  test, error bar; standard error of the mean. Body weight changes were recorded every 3 days after surgery with mice bearing CT26 ( $n = 5$ ) and 4T1 ( $n = 5$ ) tumor. Representative data between 2 experiments. ns; not significant by Student's  $t$  test, error bar; standard error of the mean.

# Kim et al.

## Supplementary Figure S2

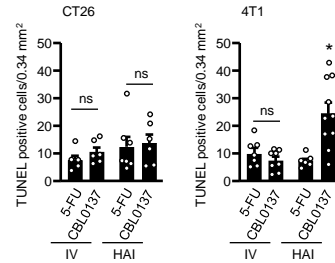

**Supplementary Figure S2.** The impact of HAI compared to intravenous (IV) injection targeting liver tumors. No statistically significant induction of TUNEL cells by either CBL0137 HAI or IV was found 5 days after each treatment in the setting of CT26 liver metastasis. HAI with CBL0137 was necessary for tumor response as measured by TUNEL staining (not noted by IV administration) in 4T1 liver metastatic tumors. pooled data from 2 independent experiments, ns; not significant, \*,  $p < 0.05$ ,  $n \geq 6$ , by Student's t test, error bar; standard error of the mean.

# Kim et al.

## Supplementary Figure S3

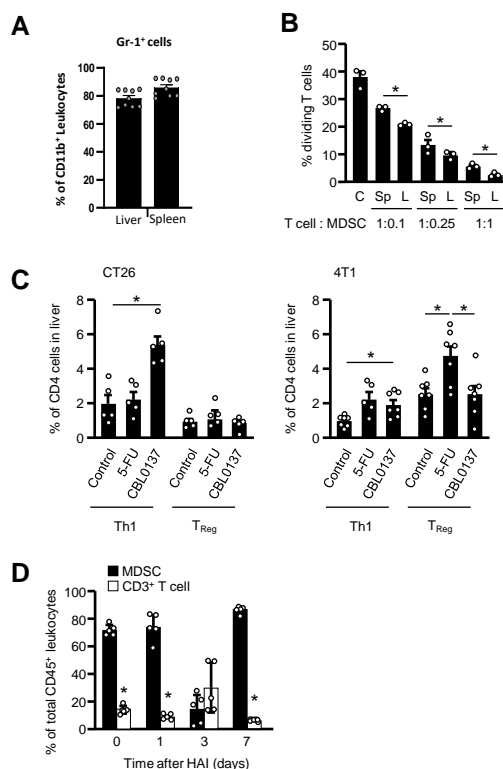

**Supplementary Figure S3.** The influence of CBL0137 HAI on immune cell subsets. **(A)** The population of Gr-1<sup>+</sup> cells after isolation from the liver and spleen with CD11b magnetic beads in bearing mice 4T1 liver metastases. Pooled data from 3 independent experiments,  $n = 9$ . **(B)** CD11b magnetic bead isolated MDSC and CD3/28 beads activated T cells were cocultured for suppression assays with different ratios. CD11b<sup>+</sup> cells were isolated from the spleen (Sp) and liver (L) and T cells were collected from the spleen. Representative data from 3 independent experiments,  $n = 3$ , \*,  $p < 0.05$  by Student's  $t$  test. **(C)** CD4 Th1 subsets are increased by CBL0137 without concomitant Treg population increases in the liver 5 days after HAI in mice bearing CT26 and 4T1 liver metastases; Pooled data from 3 independent experiments, \*,  $p < 0.05$ , 4T1;  $n = 7$ , CT26;  $n \geq 5$ ; by Student's  $t$  test, error bar; standard error of the mean. **(D)** The reduction in MDSC noted from CBL0137 HAI is transient, peaking at day 3 after HAI and returning to baseline levels by day 7. 1 independent experiment, \*,  $p < 0.05$ ,  $n = 5$ , by Student's  $t$  test.

Kim et al.

Supplementary Figure S4

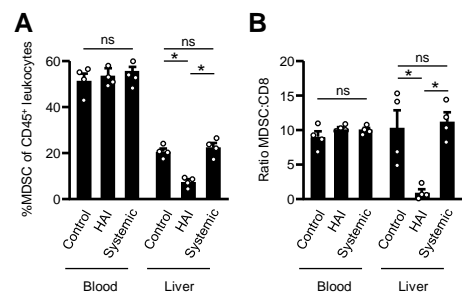

**Supplementary Figure S4.** A HAI is superior to a systemic intravenous injection for eradication of MDSC in the liver. **(A)** The composition of MDSC (CD11b<sup>+</sup>Gr-1<sup>+</sup>) population and **(B)** the ratios of MDSC:CD8<sup>+</sup> T cell in the blood and liver 5 days after HAI or systemic intravenous injection with 0.5 mg of CBL0137 in mice bearing 4T1 liver metastases,  $n = 4$ , ns; not significant, \*;  $p < 0.05$  by Student's t test, error bar; standard error of the mean. Representative data of 2 experiments.

Kim et al.  
Supplementary Figure S5

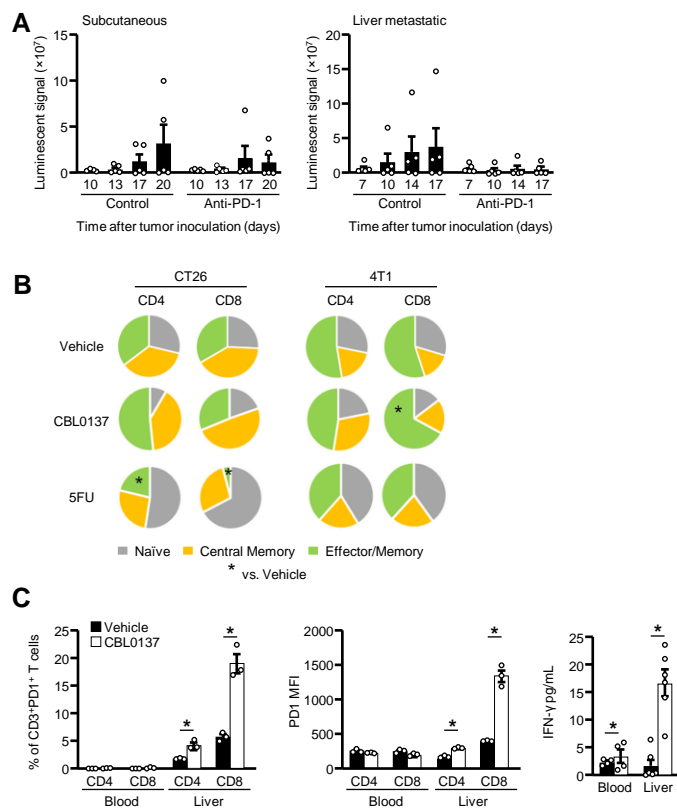

**Supplementary Figure S5.** CBL0137 HAI increases immune modulation effects with 4T1 liver metastases. **(A)** Mice bearing CT26 subcutaneous or liver metastatic tumor were treated with either vehicle or anti-PD-1 Ab as a single agent 3 times a week, and then luminescent signals were measured. Anti-PD-1 antibody treatment trended to decrease tumor growth in CT26 subcutaneous and liver metastatic tumors, but were not statistically significant. Pooled data from 2 different experiments, ns; not significant,  $n = 5$ , by Student's  $t$  test, error bar; standard error of the mean. **(B)** T cell activated status were analyzed as naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), central memory (CM; CD62L<sup>+</sup>CD44<sup>+</sup>), and effector memory (EM; CD62L<sup>-</sup>CD44<sup>+</sup>) cell populations 5 days after each treatment in mice bearing CT26 and 4T1 liver metastases. Pooled data from 2 different experiments, \*,  $p < 0.05$ , ns; not significant,  $n \geq 4$ , by Student's  $t$  test, error bar; standard error of the mean. **(C)** Blood- and liver-derived leukocytes were analyzed by flow cytometry 5 days after HAI with either vehicle or CBL0137 in mice bearing 4T1 liver metastases. Representative data between 2 independent experiments, \*,  $p < 0.05$ ,  $n = 3$ , by Student's  $t$  test, error bar; standard error of the mean. IFN- $\gamma$  concentrations 5 days after CBL0137 HAI in the blood and liver by ELISA. Pooled data from 2 different experiments, \*,  $p < 0.05$ ,  $n \geq 4$ , by Student's  $t$  test, error bar; standard error of the mean.

# Kim et al.

## Supplementary Figure S6

**A**

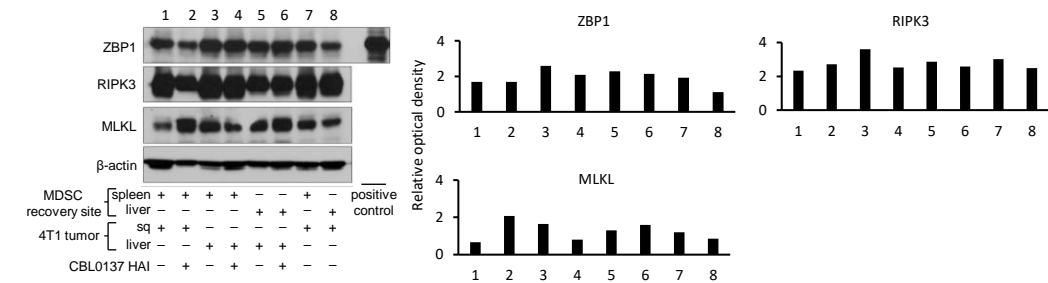

**B**

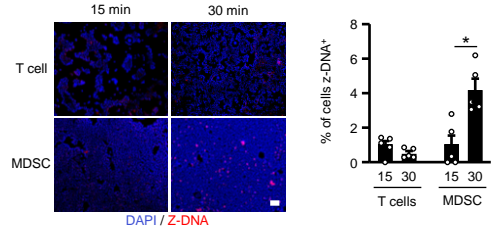

**C**

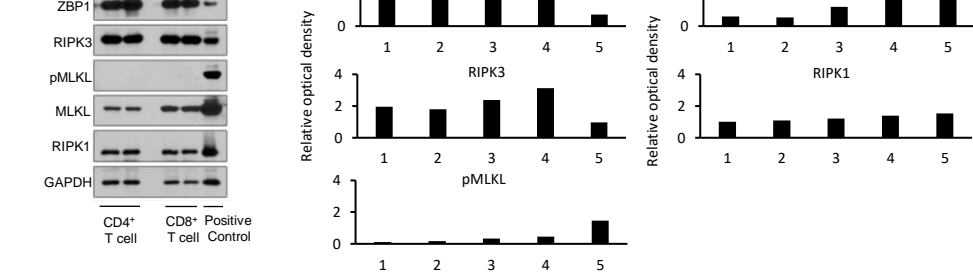

**Supplementary Figure S6.** Western blot and IF images for necroptosis machinery in MDSCs and T cells. **(A)** Western blot for the Z-DNA sensing protein ZBP1 and downstream molecules (RIPK3, MLKL, RIPK1) in T cells sorted into CD4 and CD8 populations shows consistently high levels of ZBP1, RIPK3, MLKL, and RIPK1 in all T cells recovered. **(B)** IF staining for Z-DNA after *ex-vivo* treatment with CBL0137 in T cell and MDSC. Representative data between 2 independent experiments, \*,  $p < 0.05$ ,  $n = 5$ , by Student's *t* test, error bar; standard error of the mean. **(C)** Western blot for the Z-DNA sensing protein ZBP1 and downstream molecules (RIPK3, MLKL, RIPK1) in MDSC.

Western Figure 3B

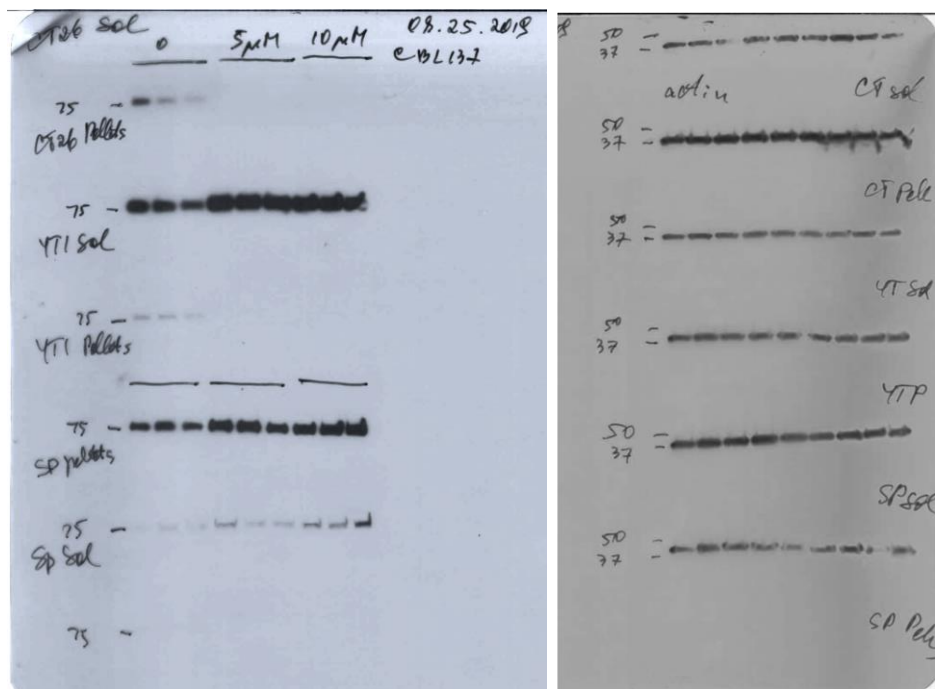

Western Figure 4A

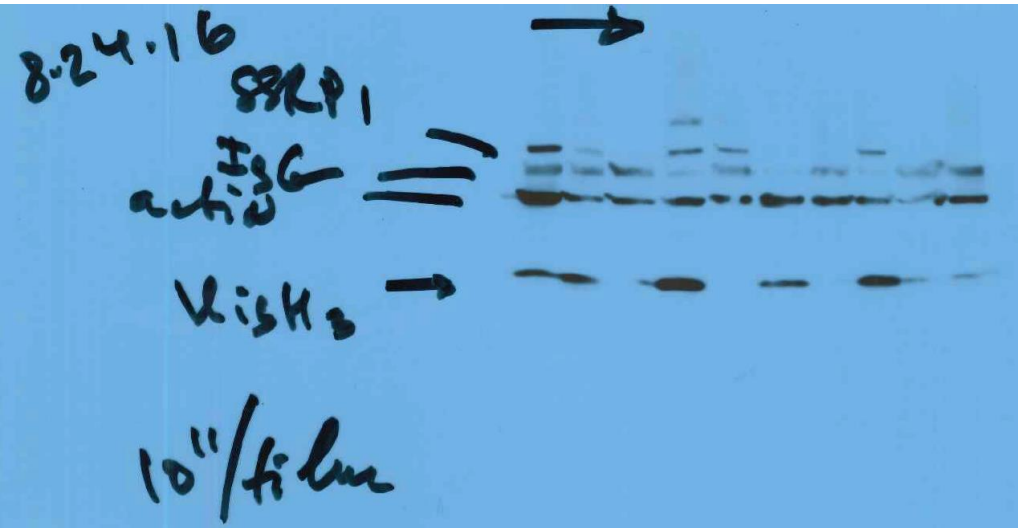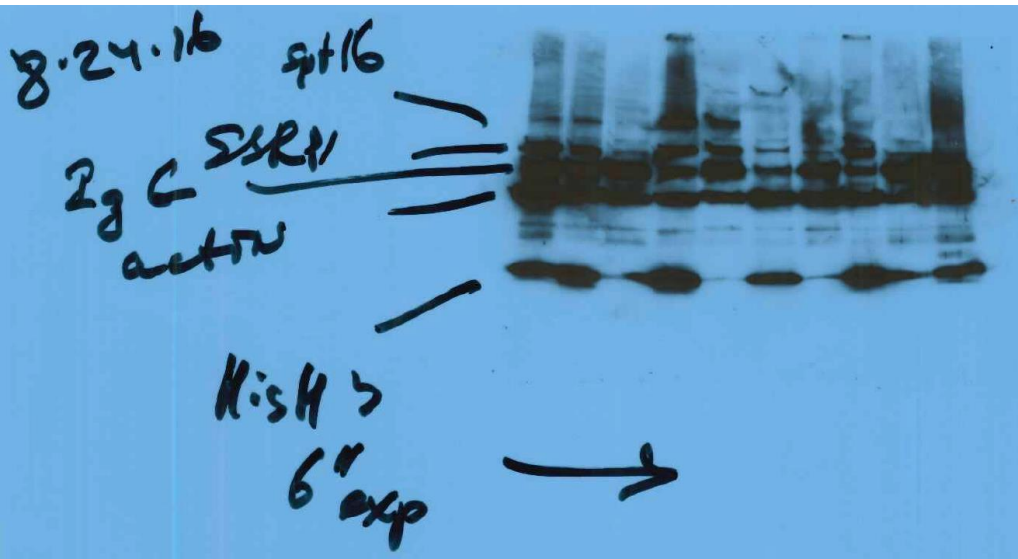

## Western Figure 8E and Supplemental Figure 6A

$\beta$ -actin

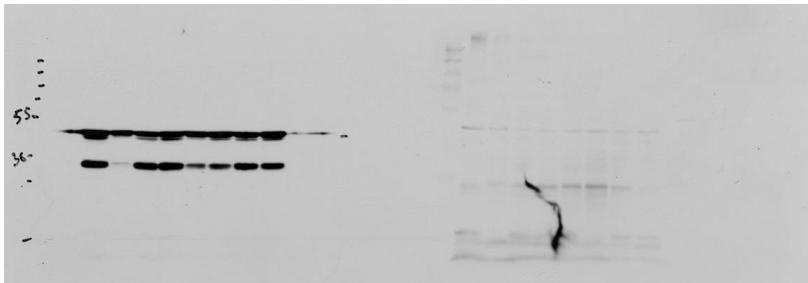

MLK

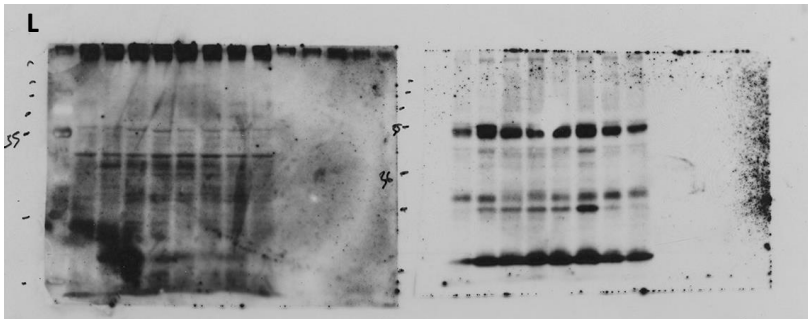

ZBP1

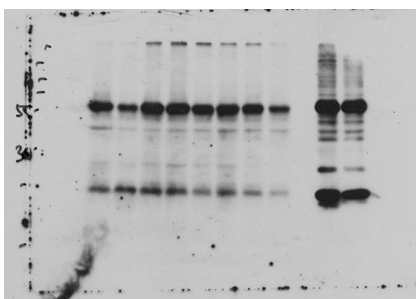

RIPK3

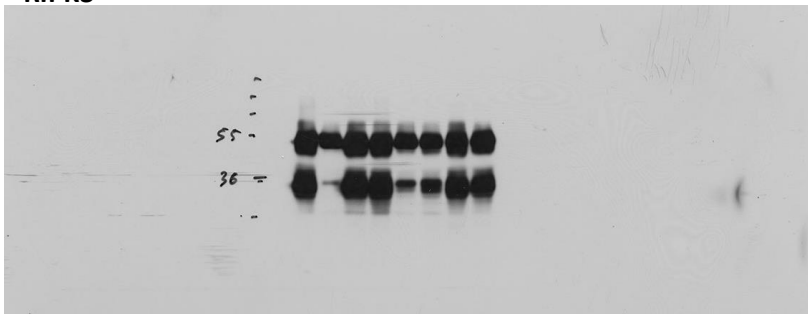

Western Supplemental Figure 6C

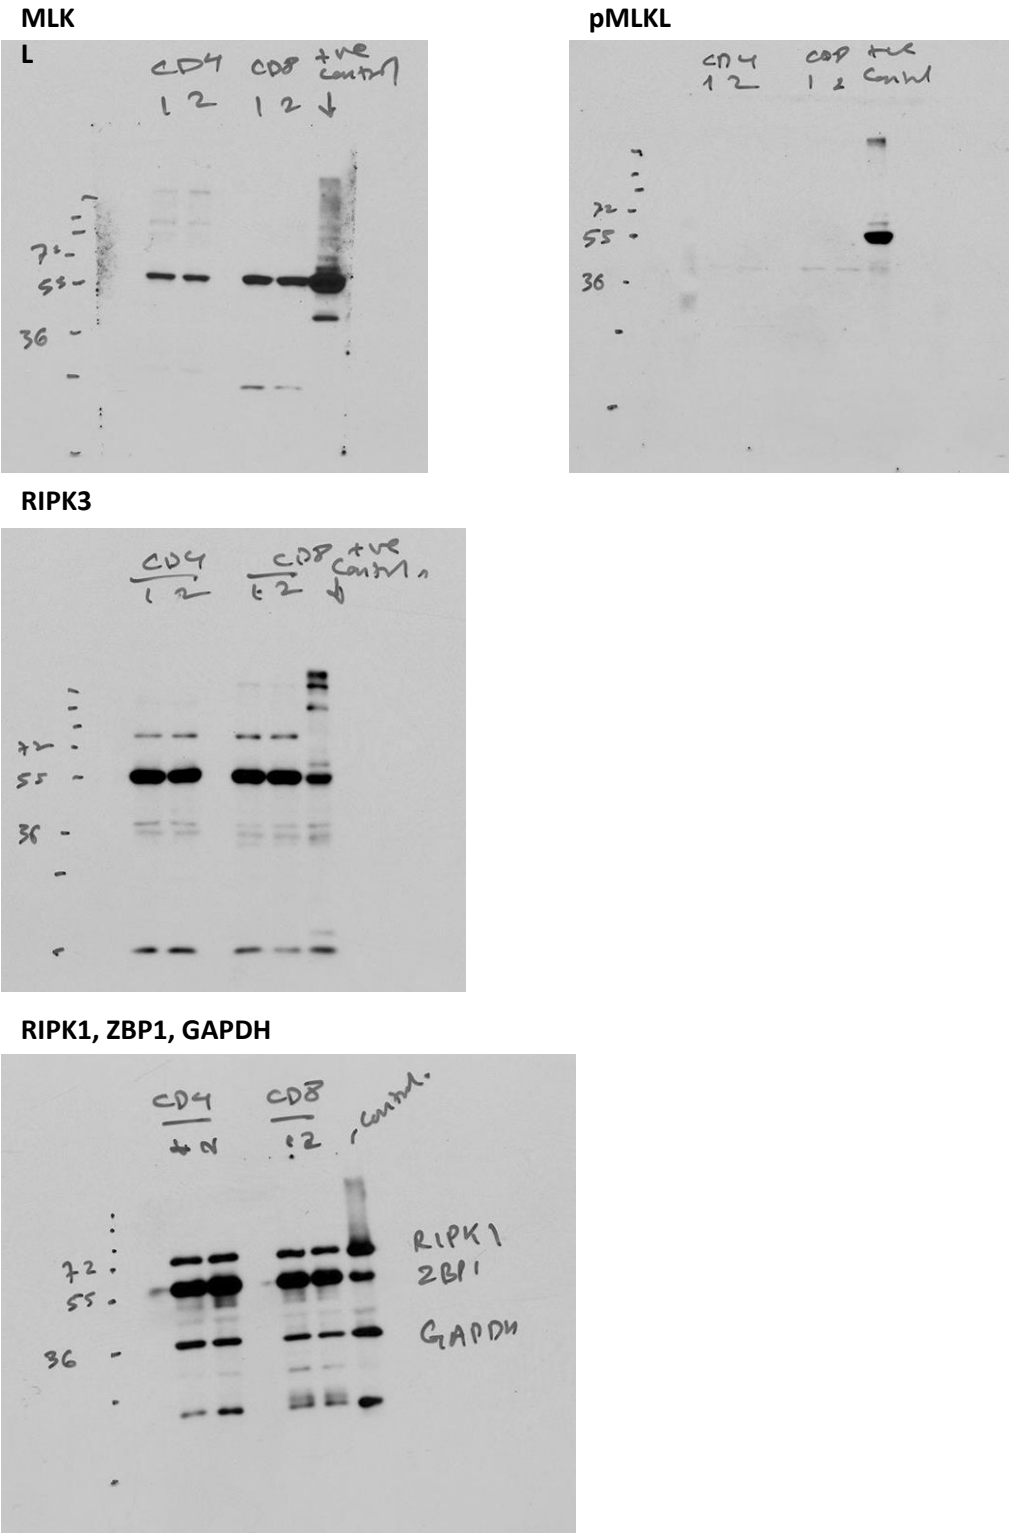

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

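The experiment measured RNA of single cells from mice bearing 4T1 liver metastases, pooled from 2 mice per group 5 days after the vehicle, a low dose or a high dose of CBL0137, in 1 droplet library labelled liver and 1 labelled spleen. The authors deposited filtered matrices of raw UMI counts per gene or hashtag and barcode, made with Cell Ranger (version 5.0.0 per the matrix header), with no normalization and no cell type labels. Every barcode had at least 500 gene UMIs, and mitochondrial UMIs reached 98.9% of a barcode in the library labelled liver and 99.0% in the library labelled spleen, so no filter on mitochondrial UMIs had been applied. The genome build is not given in the sources used here. Gene positions were taken by Ensembl identifier from GENCODE mouse release 21, which held 32158 of the listed identifiers.

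Hashtags were called with HTODemux of Seurat 5.3.0 on centered log-ratio values at a quantile of 0.99, and barcodes with 1 hashtag were kept. Each library was processed on its own with SCTransform (sctransform 0.4.2), PCA with 30 components and shared nearest neighbor clustering at resolution 0.8, in R 4.3.3. The 43 genes the paper tests were left out of the variable features, of which 2968 and 2970 remained. A cluster was called X-like when at least 3 markers of a fixed list reached a log2 fold of 1.0 over the other cells of the library (with 10 CPM added to both sides) in at least 20% of its cells, and when the leading 10 genes held no more markers of another list than of its own (a tie went to the list with the larger part raised). The marker lists and the comparisons were fixed before the data were examined, and these thresholds for naming afterwards. Inflammatory genes such as Ccrl2 led some of the neutrophil-like clusters. Doublets between hashtags were removed. Doublets within a hashtag were called with Scrublet (scanpy 1.11.5) and removed in an alternative only.

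Shares of cells carry exact Clopper-Pearson intervals, and the difference of 2 shares was given limits from both exact intervals. Expression was summed over the cells of a class and group and scaled to 1000000 UMIs (CPM), with exact Poisson intervals, and ratios carry exact conditional binomial intervals, all at 95%. A count of 0 was given the limit of 3 counts. Shares of cells with a UMI were computed after thinning each cell to 500 UMIs by random draws with a fixed seed. The median log2 ratio of 10 interferon-stimulated genes was ranked among 10000 random lists matched on mean expression, over genes with at least 10 UMIs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The ratio, its interval and the list rank were tested on simulated data with the depth of the neutrophil-like cells, in which 200 genes were changed. All changed genes were given the right direction, the interval held the true value for 95.2% of 5507 genes in the library labelled liver and 95.7% of 1355 in the library labelled spleen, and the median error for changed genes was 0.0994 and 0.104 on the log2 scale. The simulation drew a Poisson count for each gene and group, without differences between cells. Its coverage therefore checks the arithmetic of counting error only, not the spread between cells or mice.

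Each library was compared on its own, the high dose with the vehicle and the low dose beside it. A group was 1 pooled sample per library, so neither a test nor a p-value was computed, and cells were not treated as replicates. The named genes are those the paper names in section 3.6 or Fig. 9B, the tissue and interferon lists, transcripts of the death pathway the paper proposes, and the 5 largest rises and falls in neutrophil-like cells among genes with at least 200 UMIs over both groups that moved the same way at the low dose. The alternatives were MULTIseqDemux, the dominant hashtag (at least 10 UMIs and 3 times the next), the other library, a filter to at least 200 genes and under 10% mitochondrial UMIs, the low dose or both doses as the CBL0137 group, removal of Scrublet doublets, resolutions of 0.4 and 1.6, log-normalization with 2000 variable genes, all variable features, a mean over cells, CPM without the 20 most abundant genes, neutrophil-like with monocyte-like cells, and thinning to 1000 UMIs or none. Cluster 7 of the library labelled spleen as neutrophil-like was an alternative chosen after seeing the data.

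The result for 1 of the genes the paper names is not reported here. Cell cycle scores, tSNE and the ImmGen reference were not used here. The experiments of the paper other than single-cell RNA sequencing were not analysed here. Barcodes without a hashtag call entered only the alternatives and 1 comparison of the closing section.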

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

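All tests of explanations in this part were chosen only after the results were seen.

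Il1b rose in neutrophil-like cells at the low dose, which the paper does not report on. The log2 ratio of the low dose over the vehicle was 0.81 in the library labelled liver and 0.73 in the library labelled spleen, while the high dose gave falls. A larger part of the class in Il1b-rich clusters is argued against, since vehicle levels weighted by the clusters of the low dose gave 595 and 1904 CPM, under the vehicle's 675 and 2139 CPM, while 1181 and 3557 CPM were seen. Il1b was higher within 7 of 7 neutrophil-like clusters of the library labelled liver, by 0.68 at the least. It was higher within 3 of the 4 clusters of the library labelled spleen with at least 10 cells in both groups; cluster 13, with 2 vehicle cells, was left out. Free Il1b RNA is argued against too, since 0.593% of the T cell-like cells of the low dose pool had an Il1b UMI after thinning, at 4694 UMIs per cell, against 48.8% of neutrophil-like cells. Depth differed between the groups, with medians of 4349 UMIs per vehicle and 5694.5 per low dose neutrophil-like cell of that library. After thinning each cell to 500 UMIs, the share with an Il1b UMI still rose from 41.7% to 48.8%. An effect of the low dose and a difference between the 2 mice pooled for each group other than the dose cannot be told apart, because each group is 1 pool.

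Clusters held almost only by the low dose pool appeared in both libraries. Cluster 18 of the library labelled liver (B cell-like) drew 97.4% of its cells (152 of 156) from that pool, and cluster 13 of the library labelled spleen (neutrophil-like) drew 97.5% (116 of 119). Wrong hashtag calls are argued against by the hashtag UMIs of these cells. The median percent from the low dose hashtag was 97.2 in cluster 13, against 97.2 in the other low dose cells of the class, and 98.2 in cluster 18, against 98.1. A low dose effect, 1 of the 2 mice and its handling cannot be told apart, since each library has 1 pool of the low dose. Such a cluster may be a property of its pool and not a cell type.

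The low dose moved the neutrophil-like share in opposite directions, by -5.53 points in the library labelled liver and 8.12 points in the library labelled spleen. Camp moved by 0.054 and -0.26, Jun by -1.27 and 0.25, and Nfkbia by -0.45 and 0.47 on the log2 scale. These differences between the libraries were not tested, since there are no replicates. The opposite shares stay unexplained. Leaving out cluster 13 of the library labelled spleen decides nothing for them, since that cluster was picked for its low dose cells. For the genes, a candidate explanation is this cluster. Without it Camp changed by -0.0017, and Jun by -0.27 (-0.45 to -0.098), the direction of the library labelled liver. Nfkbia still rose by 0.26 (0.14 to 0.38), so the cluster is not the whole cause for that gene. A tissue difference in the response to the low dose stays open for all of these results and was not tested.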

How the results depend on the processing

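All alternatives were set in advance except those for transcripts outside the paper's claims, such as Ripk3, and the naming of cluster 7 of the library labelled spleen, which were chosen after seeing the data. No paired analysis was possible because each group is 1 pooled sample.

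Each result was recomputed under every alternative that can change it, which gave 1547 values. Of these, 1194 stayed within the counting interval or within 1.5 times the count, 323 moved and 30 reversed. Of the values for shares, cell counts, Il1b, Cd84 and the counts of genes, 248 stayed, 59 moved and 10 reversed, and of those for other genes 946 stayed, 264 moved and 20 reversed. Removal of Scrublet doublets, log-normalization and resolution 1.6 moved none of the former. On the same groups, the fall of the neutrophil-like share lay between -37.2 and -35.1 points over 8 alternatives in the library labelled liver and between -33.4 and -23.0 in the library labelled spleen. The rise of the T cell-like share lay between 27.6 and 32.5 points and between 5.21 and 17.2. Over 11 alternatives in the library labelled liver and 12 in the library labelled spleen, the Il1b ratio lay between -2.74 and -2.02 and between -2.66 and -1.77, and the Cd84 ratio between -2.43 and -1.64 and between -1.83 and -0.86.

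With the low dose as the CBL0137 group, directions turned for the neutrophil-like share (8.12 points) and the B cell-like share (-1.05) in the library labelled spleen, and for Il1b in both libraries (0.81 and 0.73; thinned share 6.39 and 7.98 points). They turned too for Camp (0.054), Lcp1 (-0.091), Cd160 (-0.14) and Ripk3 (-0.34) in the library labelled liver, and for Csf1 (0.28), Jun (0.25), Nfkbia (0.47), Ltf (-0.19), Ly6g (-0.056) and Ifi27l2a (-0.26) in the library labelled spleen. The neutrophil-like share of the library labelled liver fell by 5.53 points, its T cell-like share rose by 7.51, its B cell-like share by 0.173 and its NK cell-like share by 1.12, and its monocyte-like and macrophage-like shares changed by -1.49 and -0.281. In the library labelled spleen the T cell-like share rose by 3.06 and the macrophage-like share by 0.932 points, and the group held 1301 cells. Cd84 changed by -0.32 and -0.13, and its thinned share by -6.07 and -2.81 points. Of the genes the paper names in MDSCs, 4 of 13 moved as the paper states in neutrophil-like cells of the library labelled spleen. In the library labelled liver, Camp, Ly6g, Wfdc17, Cd84, Tuba1b, Csf1, Fxyd5 and Jun moved as stated. Ltf, S100a8, S100a9, Il1b and Cebpe did not, and the intervals of Tuba1b and Cebpe span 0. The low dose values come from other cells of another pool, and the cause was not tested.

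With both doses together, Il1b turned to 0.43 and 0.32 and its thinned share to 2.61 and 1.47 points, and Jun (0.026) and Nfkbia (0.16) turned in the library labelled spleen. The neutrophil-like share changed by -18.0 and -4.27 points, the T cell-like share by 15.6 and 7.82, the monocyte-like share of the library labelled liver by -2.09, and the macrophage-like and B cell-like shares of the library labelled spleen by 3.13 and 0.909. Cd84 changed by -0.59 and -0.39, and its thinned share in the library labelled liver by -7.53 points. The low dose cells entered these values by construction.

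MULTIseqDemux gave 2069 high dose cells in the library labelled spleen, a neutrophil-like change of -33.4 points, a T cell-like change of 5.44 points and a turn of S100a9 to -0.045. It gave -3.83 points for monocyte-like cells, and -37.1 and -20.2 points for the thinned shares of Il1b and Cd84, in the library labelled liver. The dominant hashtag gave 2345 cells, -30.7 points and 5.21 points in the library labelled spleen. The cell filter gave 32.5 points for T cell-like cells, -19.9 points for the thinned Cd84 share and a turn of Tuba1b to -0.022 in the library labelled liver, and 1.27 points for dendritic cell-like cells in the library labelled spleen. With cluster 7 of the library labelled spleen called neutrophil-like, S100a9 turned to -0.085 and Camp moved to -0.26. Resolution 0.4 gave 0.779 points for dendritic cell-like cells and -0.085 for S100a9 in the library labelled spleen, and keeping all variable features -3.88 points for monocyte-like cells of the library labelled liver. For these settings the cause was not tested.

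The other library, taken as the liver by the names of the deposited files, gave 822 vehicle and 865 high dose cells. Its changes were -22.9 points for neutrophil-like, -4.49 for monocyte-like, 6.43 for macrophage-like and 15.0 for T cell-like cells, and -2.04 for Il1b and -1.30 for Cd84. Cebpe turned to 0.17, and the cause was not tested.

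The mean over cells of each cell's CPM turned Camp (0.51 and 0.22) and, in the library labelled liver, Cebpe (0.79), and moved Il1b to -2.74 and -2.66 and Cd84 to -2.43 and -1.83. It gives shallow and deep cells the same weight by construction, and the cause was not tested further. With monocyte-like cells added, Il1b moved to -2.02 and -1.77 and Cd84 to -1.64 and -0.86, and without the 20 most abundant genes Il1b moved to -2.05 in the library labelled liver; the cause was not tested. Thinning to 1000 UMIs gave -41.3 points for Il1b and -26.4 for Cd84 in the library labelled liver, and no thinning gave -19.2 points for Il1b in the library labelled spleen, where deeper cells show more UMIs by construction.

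NK genes were not computed in the library labelled spleen, where HTODemux singlets gave no NK cell-like cluster at resolution 0.8 or 0.4, without Scrublet doublets or with all variable features. The settings that gave one there had 1 or 3 vehicle cells in it. Depth limits Socs3 in NK cell-like cells, with 9 vehicle and 5 high dose UMIs, and the T cell genes of the library labelled spleen, with 2 vehicle UMIs of Icam2 and 3 of Gadd45b and Traf2.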

Differences from the paper's values

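Values of Fig. 9A are shares of all cells plotted for a group, and the values here are shares of all hashtag singlets of a group, so the denominators differ, as do the rules for naming cells. The alternatives named were set before the data were examined, and the other alternatives did not close the gap.

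For the vehicle, the paper's plot shows about 620 cells in Fig. 9A, read by eye, against 3103 in the library labelled liver; the other library, taken by the names of the deposited files, gave 822 and is within 1.5 times, and no other alternative was. For CBL0137 the paper's plot shows about 570 cells in Fig. 9A, read by eye, against 2138 in the library labelled liver, which no alternative closed, and 865 in the library labelled spleen, which the cell filter closed with 590.

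T cells were about 5% of vehicle and about 22% of CBL0137 cells in Fig. 9A, read by eye, against 18.9% and 46.6% in the library labelled liver. The other library (5.47% and 20.5%) closed both gaps with HTODemux, but its second value under MULTIseqDemux (11.5%) and the dominant hashtag (10.6%) did not, and the low dose as the CBL0137 group (26.4%) closed the second. B cells were about 6% and about 11% in Fig. 9A, read by eye, against 17.0% and 20.8% in the library labelled liver. No alternative closed the first, and the other library closed the second with 7.75%. In the library labelled spleen the vehicle value was 3.89%, which MULTIseqDemux alone closed with 4.29%. Macrophages were about 10% and about 20% in Fig. 9A, read by eye, against 2.16% and 2.99% in the library labelled liver, and the other library (7.91% and 14.3%) closed both.

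Neutrophils, PMN-MDSCs and M-MDSCs together were about 34% of CBL0137 cells in Fig. 9A, read by eye. Neutrophil-like, monocyte-like and granulocyte progenitor-like cells were 12.4% in the library labelled liver, and the other library (23.6%), the low dose (46.0%) and both doses together (32.5%) closed the gap. The other library did so with HTODemux, but not under MULTIseqDemux (13.2%), the dominant hashtag (13.1%) or log-normalization (22.7%).

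NK cells numbered about 3 after the vehicle and about 11 after CBL0137 in Fig. 9B, read by eye, against 44 and 87 in the library labelled liver, which no alternative closed. In the library labelled spleen 0 cells were in an NK cell-like cluster in either group. The cell filter (3 and 15) and log-normalization (3 and 11) closed both gaps, and resolution 1.6 (3 and 17) the first.

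Of the 13 genes the paper names in MDSCs with a direction, 8 moved as the paper states in the library labelled liver and 10 in the library labelled spleen, among them Il1b, Cd84, Wfdc17, Csf1, Fxyd5, Jun, Ly6g and Tuba1b in both, and Nfkbia did not rise in either. The paper names SCTransform, which normalizes each cell's counts, so the mean over cells is nearer to its measure than summed CPM. Deep cells weigh more in summed CPM. The paper states that Camp was higher after CBL0137. Here Camp was lower in summed CPM (-0.69 and -0.54 on the log2 scale), but higher as a mean over cells (0.51 and 0.22). It states that S100a8 and S100a9 were lower, and here S100a8 was higher (0.20 and 0.12) and S100a9 was nearly level (0.037 and 0.025), with S100a9 lower in the library labelled spleen under MULTIseqDemux (-0.045) and at resolution 0.4 (-0.085). With cluster 7 of that library called neutrophil-like, an alternative chosen after seeing the values, S100a9 was lower too (-0.085) and 11 of the 13 genes moved as stated, with none of the 10 lost. It states that Ltf was higher, as it was in the library labelled spleen (0.42), while the library labelled liver gave -0.013, or 1.08 as a mean over cells. It states that Cebpe was higher, and the library labelled liver gave -0.36, but 0.79 as a mean over cells and 0.17 in the library labelled spleen.

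Of the 14 genes the paper names as higher in T cells, 9 were higher in the library labelled liver and 13 in the library labelled spleen. Ckb was lower in both (-0.25 and -0.62), and Baz1b (-0.14), Ago2 (-0.19), Rap1a (-0.065) and Dok2 (-0.067) were lower in the library labelled liver, all with intervals that span 0.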

Other observations

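The lists for the tissue check and for interferon-stimulated genes were fixed in advance, and every other measure and all tests of explanations in this part were chosen after the results were seen.

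The neutrophil-like share fell at the high dose in both libraries. Loss of cells at the hashtag cutoff is argued against, since the share fell by 30.7 points or more in both libraries under both other ways of calling hashtags. Dilution by other cells alone lowers every neutrophil-like cluster alike. In the library labelled liver the share ratio of high dose over vehicle was 1.01 for cluster 5 and 0.0733 for the other neutrophil-like clusters together. These unequal ratios argue against dilution alone. Dilution together with a move of cells between clusters was not tested and stays open. Loss of low-RNA cells is argued against in that library, where 46.3% of the other cells of the high dose pool and 47.0% of those of the vehicle pool had fewer UMIs than the median vehicle neutrophil-like cell. In the library labelled spleen these were 26.2% and 37.1% among called cells, but 64.5% and 34.8% when cells were called by their dominant hashtag. A depletion by CBL0137 and a difference between the pooled mice other than the dose cannot be told apart with 1 pool per group.

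The fall of Il1b over the neutrophil-like class at the high dose may come from a change in its mix of clusters in the library labelled liver. Vehicle levels of the clusters, weighted by the UMIs of each cluster at the high dose, gave 100.0 CPM there, against 675 CPM after the vehicle and 149 CPM after the high dose, so the mix covers the whole fall. The same weighting gave 798 CPM (748 to 856) in the library labelled spleen, where 521 CPM were seen, which argues against the mix of these clusters as the whole cause there. Il1b fell by 1.46 on the log2 scale within cluster 0 of that library and rose within clusters 9 and 12, by 1.65 and 1.74. A change of the mix inside single clusters, an effect of the dose within cells and a difference between the pools stay open.

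Liver transcripts went against the labels of the libraries. The Kupffer cell list reached 262 CPM in the library labelled spleen and 1.24 CPM in the library labelled liver. Its most abundant gene, Clec4f, had 124.5 CPM and no UMI. Clec4g, the most abundant of the sinusoidal endothelial list, had 86.8 and 0.0728 CPM, and Ighd, the most abundant splenic one and a B cell gene, 16.6 and 83.1 CPM. Spic, the macrophage gene of the splenic list, did not follow, with 11.3 and 8.26 CPM. As sets, the liver lists argue against the labels as given. Hepatocyte transcripts had 164 CPM in the library labelled spleen and 3.25 CPM in the library labelled liver. Hepatocyte-like, endothelial-like and 4T1 tumor cell-like clusters formed in the library labelled spleen only. An exchange of the labels would give these values, apart from Spic. No biological explanation was tested.

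Many barcodes of the library labelled spleen had no hashtag call, and 1425 of the 1627 had the high dose hashtag as the dominant one, while 9 and 12 had the vehicle and low dose hashtags. A cutoff above most cells of the high dose is consistent with these numbers, since barcodes without a call reached 807 UMIs of that hashtag, against 70 and 96 UMIs of the vehicle and low dose hashtags. When these 1425 cells were clustered with the others, 29.1% were hepatocyte-like, 24.8% endothelial-like, 14.9% macrophage-like, 5.54% T cell-like and 2.32% neutrophil-like. The neutrophil-like share of the high dose group was 12.3% with HTODemux, 6.65% by the dominant hashtag and 9.33% with MULTIseqDemux, and its T cell-like share 20.5%, 10.6% and 11.5%. No biological explanation was tested.

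Cluster 21 of the library labelled liver, B cell-like, drew 54 of 55 cells from the vehicle pool. Hashtag calls in error are argued against, as the median percent of hashtag UMIs from the vehicle hashtag was 96.9 in it and 98.0 in the other vehicle cells of the class. Cells with a UMI of at least 2 of Vpreb1, Dntt and Igll1, genes of early B cells picked after the cluster was seen, numbered 12, 0 and 1 in the vehicle, low dose and high dose groups of that library, and 3, 2 and 0 in the library labelled spleen. An effect of both doses or a property of 1 vehicle mouse stays open.

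A raised interferon response on day 5 was tested as a hypothesis with 10 interferon-stimulated genes. Only genes of the list with at least 10 UMIs entered. In neutrophil-like cells these were 9 (library labelled liver) and 7 (library labelled spleen) at both doses. At the high dose they were 8 and 8 in monocyte-like cells and 8 and 7 in T cell-like cells. Their median log2 ratio in neutrophil-like cells at the high dose was -0.70 in the library labelled liver, at percentile 5.74 of random lists, and -0.84 at percentile 0.34 in the library labelled spleen, which argues against a rise in this class. At the low dose the medians were -1.03 and -0.81. In monocyte-like cells the high dose gave -0.53 (percentile 0.54) and, in the library labelled spleen, 0.34 (percentile 94.4), and in T cell-like cells the percentiles were 67.3 and 58.9. A change in the mix of neutrophil-like clusters was not tested for this list and stays open as a reason for the low medians.

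Among the largest rises in neutrophil-like cells at the high dose were Idi1 (log2 ratio 1.85), Fdps (1.56), Ggt1 (1.44), Olfm4 (1.36) and Scd2 (1.26) in the library labelled liver, and Olfm4 (2.04), Hba-a1 (1.69), Hbb-bs (1.24), Hba-a2 (1.16) and Fdps (1.14) in the library labelled spleen. The largest falls were Ccrl2 (-4.80), Apoe (-4.68), Kit (-4.18), Clec4a3 (-3.90) and Abcg1 (-3.64), and Ccrl2 (-2.85), Bnip3 (-2.74), Mif (-2.55), Hilpda (-2.21) and Hist1h1c (-2.17). They were picked by size among 2904 and 555 genes. Ccrl2, Bnip3 and Hilpda also lead clusters that hold few high dose cells. The hemoglobin genes may come from a few cells that also hold red cell RNA, since 10 of the 563 low dose neutrophil-like cells held 99.5% of the 15447 UMIs of these genes, and 10 cells held 98.1% at the high dose.

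Transcripts of the death pathway the paper proposes were counted too. Zbp1 was at 43.9 CPM in neutrophil-like and 58.7 CPM in T cell-like cells of the library labelled liver after the vehicle, and at 27.1 and 60.5 CPM after the high dose. The levels in the library labelled spleen were 53.4 and 105.6 CPM, and 38.8 and 87.3 CPM. Ripk3 went from 7.25 to 13.7 CPM in neutrophil-like and from 11.7 to 17.1 CPM in T cell-like cells of the library labelled liver, and from 5.59 to 14.0 CPM and from 17.6 to 30.1 CPM in the library labelled spleen. Mlkl had 3 and 3 UMIs in neutrophil-like cells of the library labelled liver and 0 and 2 in the library labelled spleen. Ripk1 in neutrophil-like cells went from 51.7 to 35.9 CPM (log2 ratio -0.53, -0.80 to -0.26) and from 45.9 to 40.5 CPM (-0.18, -0.73 to 0.36), and in T cell-like cells from 43.9 to 41.5 CPM and from 26.4 to 51.5 CPM, the last from 6 and 72 UMIs. Pdcd1 in T cell-like cells went from 290.5 to 139 CPM in the library labelled spleen (log2 ratio -1.06, -1.48 to -0.64) and from 7.38 to 6.43 CPM in the library labelled liver. Ifng in these cells went from 70.4 to 67.3 CPM in the library labelled spleen, and had 1 and 10 UMIs in the library labelled liver (log2 ratio 2.46, -0.36 to 7.89). Foxp3 went from 22.8 to 25.7 CPM in the library labelled liver and from 26.4 to 16.5 CPM in the library labelled spleen. Ssrp1 and Supt16, the subunits of FACT, went from 10.8 to 6.83 and from 36.4 to 18.5 CPM in neutrophil-like cells of the library labelled liver, and from 104 to 98.5 and from 92.9 to 97.8 CPM in T cell-like cells. In the library labelled spleen they went from 8.07 to 7.43 and from 31.7 to 15.7 CPM in neutrophil-like cells, and from 70.4 to 213 and from 141 to 152.5 CPM in T cell-like cells.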
